# Circulating myeloid cells invade the central nervous system to mediate cachexia during pancreatic cancer

**DOI:** 10.7554/eLife.54095

**Published:** 2020-05-11

**Authors:** Kevin G Burfeind, Xinxia Zhu, Mason A Norgard, Peter R Levasseur, Christian Huisman, Abigail C Buenafe, Brennan Olson, Katherine A Michaelis, Eileen RS Torres, Sophia Jeng, Shannon McWeeney, Jacob Raber, Daniel L Marks

**Keywords:** cachexia, neuroimmunology, neutrophils, brain, pancreatic cancer, myeloid cells, Mouse

## Abstract

Weight loss and anorexia are common symptoms in cancer patients that occur prior to initiation of cancer therapy. Inflammation in the brain is a driver of these symptoms, yet cellular sources of neuroinflammation during malignancy are unknown. In a mouse model of pancreatic ductal adenocarcinoma (PDAC), we observed early and robust myeloid cell infiltration into the brain. Infiltrating immune cells were predominately neutrophils, which accumulated at a unique central nervous system entry portal called the velum interpositum, where they expressed CCR2. Pharmacologic CCR2 blockade and genetic deletion of *Ccr2* both resulted in significantly decreased brain-infiltrating myeloid cells as well as attenuated cachexia during PDAC. Lastly, intracerebroventricular blockade of the purinergic receptor P2RX7 during PDAC abolished immune cell recruitment to the brain and attenuated anorexia. Our data demonstrate a novel function for the CCR2/CCL2 axis in recruiting neutrophils to the brain, which drives anorexia and muscle catabolism.

## eLife digest

Weight loss, decreased appetite and fatigue are symptoms of a wasting disorder known as cachexia, which is common in several serious diseases such as AIDS, chronic lung disease and heart failure. Up to 80 percent of people with advanced cancer also develop cachexia, and there are no effective treatments.

It is not known how cachexia develops, but symptoms like appetite loss and fatigue are controlled by the brain. One theory is that the brain may be responding to a malfunctioning immune response that causes inflammation. While the brain was thought to be protected from this, new research has shown that it is possible for cells from the immune system to reach the brain in some conditions. To find out if this also happens in cancer, Burfeind et al. studied mice that had been implanted with pancreatic cancer cells and were showing signs of cachexia.

Samples from the mice’s brains showed that immune cells known as neutrophils were present and active. A protein known as CCR2 was found in higher levels in the brains of these mice. This protein is involved in the movement of neutrophil cells through the body. To see what effect this protein had, Burfeind et al. gave the mice a drug that blocks CCR2. This prevented the neutrophils from entering the brain and reduced the symptoms of cachexia in the mice.

To further confirm the role of CCR2, the mice were genetically modified so that they could not produce the protein. This reduced the number of neutrophils seen in the brain but not in the rest of the body. This suggests that a drug targeting CCR2 could help to reduce the symptoms of cachexia, without disrupting the normal immune response away from the brain. This approach would still need to be tested in clinical trials before it is possible to know how effective it might be in humans.

## Introduction

Cancer patients commonly present with symptoms driven by disruption of normal CNS function. Weight loss, weakness, fatigue, and cognitive decline often occur in malignancies outside the CNS, and develop prior to initiation of cancer therapy (Meyers, 2000; Miller et al., 2008; Olson and Marks, 2019). Many of these symptoms are part of a syndrome called cachexia, a devastating state of malnutrition characterized by decreased appetite, fatigue, adipose tissue loss, and muscle catabolism (Fearon et al., 2011). There are currently no effective treatments for cachexia or other CNS-mediated cancer symptoms. While mechanisms of CNS dysfunction during malignancy are still not well understood, inflammation in the brain is proposed as a key driver (Burfeind et al., 2016). Inflammatory molecules (e.g. lipopolysaccharide, cytokines) can cause dysfunction of the appetite-, cognition-, weight-, and activity-regulating regions in the CNS, resulting in signs and symptoms nearly identical to those observed during cancer (Braun et al., 2011; Burfeind et al., 2016; Grossberg et al., 2011). Moreover, cytokines and chemokines are produced in these same regions during multiple types of cancer (Braun et al., 2011; Michaelis et al., 2017). Our lab and others previously showed that disrupting inflammatory signaling by deleting either MyD88 or TRIF attenuates anorexia, muscle catabolism, fatigue, and neuroinflammation during malignancy (Burfeind et al., 2018; Ruud et al., 2013; Zhu et al., 2019).

The mechanisms by which inflammation generated in the periphery (e.g. at the site of a malignancy) is translated into inflammation in the brain, and how this is subsequently translated CNS dysfunction, are still not known. Circulating immune cells present an intriguing cellular candidate, as they are thought to infiltrate and interact with the brain during various states of inflammation (Prinz and Priller, 2017), yet have not been investigated as potential mediators of brain dysfunction during cancer. We utilized a syngeneic, immunocompetent, mouse model of pancreatic ductal adenocarcinoma (PDAC), a deadly malignancy associated with profound anorexia, fatigue, weakness, and cognitive dysfunction (Baekelandt et al., 2016; Michaelis et al., 2017). We first demonstrated that the inflammatory transcripts upregulated in the CNS during PDAC consisted largely of chemokines. We then characterized the identity, properties, and function of immune cells in the brain during PDAC. We observed that circulating myeloid cells, primarily neutrophils, were recruited to the CNS early in PDAC, infiltrating throughout the brain parenchyma and accumulating in the meninges near regions important for appetite, behavior, and body composition regulation. We then demonstrated that CCR2 signaling is important for immune cell recruitment to the brain and cachexia during PDAC. Next, we blocked purinergic receptor P2RX7 signaling specifically on brain macrophages during PDAC via intracerebroventricular (ICV) injection of oxidized ATP (oATP), which prevented circulating myeloid cell recruitment to the brain and attenuated anorexia. Taken together, these results reveal a novel mechanism by which neutrophil and other myeloid cells are recruitment to the brain, where they contribute to cachexia symptoms.

## Results

### Chemokine transcripts are upregulated in the brain in a mouse model of PDAC

Our lab previously demonstrated that inflammatory cytokine transcripts are upregulated in the hypothalamus in a mouse model of PDAC (Burfeind et al., 2018; Michaelis et al., 2017; Zhu et al., 2019). To our knowledge, no studies have investigated whether inflammatory transcripts are upregulated during cachexia in other brain regions important for behavior and metabolism. Therefore, we used qRT-PCR to determine if various inflammatory cytokine or chemokine transcripts were upregulated in the hippocampus, hypothalamus, or area postrema during PDAC. We utilized a mouse model of PDAC, generated through a single intraperitoneal (IP) or orthotopic (OT) injection of C57BL/6 *Kras*^G12D^ *Tp53*^R172H^ *Pdx1*-Cre^+/+^ (KPC) cells. This well-characterized model recapitulates several key signs and symptoms of CNS dysfunction observed in humans, including anorexia, muscle catabolism, and fatigue (Burfeind et al., 2018; Michaelis et al., 2019; Michaelis et al., 2017; Zhu et al., 2019). We performed qRT-PCR at 10 days post-IP inoculation, a time when animals reliably develop anorexia, muscle catabolism, and decreased locomotor activity (Michaelis et al., 2017). We queried transcripts previously demonstrated to be upregulated in the brain during chronic systemic inflammation (Burfeind et al., 2018; Grossberg et al., 2010). In addition, no studies have investigated chemokine expression in the brain during extra-CNS malignancy, so we also queried expression of chemokine transcripts.

In agreement with our previous studies we observed that *Il-1β* was upregulated in the hypothalamus (Figure 1). It was also upregulated in the area postrema, and showed a trend toward significance in the hippocampus (p=0.08). However, of the other cytokine transcripts analyzed, only those coding for prostaglandin synthase D2 (*Ptgs2* – in the hypothalamus and area postrema, but not the hippocampus) and IL-1R (*Il1r* - again in the hypothalamus and area postrema, but not the hippocampus) were upregulated. The anti-inflammatory transcript *Il10* was upregulated in the area postrema only. Interestingly, the transcript coding for nitric oxide synthase 2 (*Nos2* – induced during inflammation and mainly expressed by endothelial cells) was downregulated in all three brain regions.

**Figure 1.**
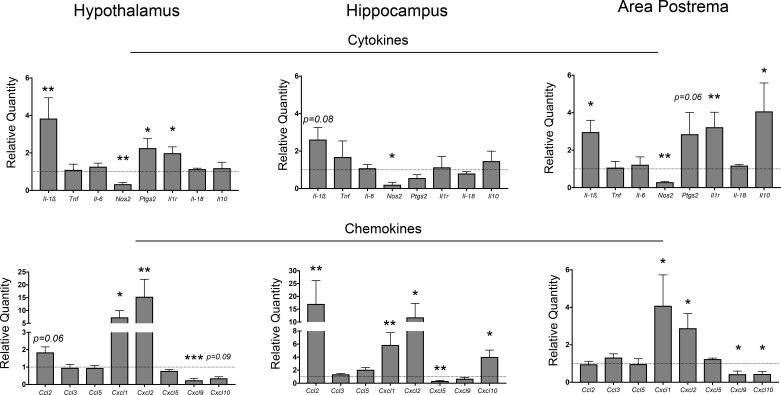
Neuroinflammation in the CNS during PDAC. qRT-PCR analysis of cytokine and chemokine transcripts in the hypothalamus, hippocampus, and area postrema in PDAC-bearing animals at 10 d.p.i. Values are relative to sham group. All analyses are from 10 d.p.i. *n* = 4–5/group, *p<0.05, **p<0.01, ***p<0.001 compared to sham group in one-way ANOVA analysis of ΔCT values. Results are representative of at least two independent experiments. For all figures, data are presented as mean ± s.e.m.

Several chemokine transcripts associated with myeloid cell chemotaxis were upregulated in different brain regions during PDAC. Two of the three *IL-8* orthologues, *Cxcl1* and *Cxcl2*, were highly upregulated in all three regions investigated. *Ccl2* was highly upregulated in the hippocampus, and nearly significantly upregulated in the hypothalamus (p=0.06). Alternatively, *Cxcl9* was downregulated in both the area postrema and hypothalamus, whereas *Cxcl10* was downregulated in the area postrema, yet upregulated in the hippocampus. Lastly, the third IL-8 orthologue, *Cxcl5*, was downregulated in the hippocampus.

### Circulating myeloid cells infiltrate the brain early in PDAC

Based on our observation that there is robust upregulation of several chemokine transcripts in the CNS in our mouse model of cachexia, along with our previous data showing that the transcript for the leukocyte adhesion molecule, P-selectin is upregulated in the brain during cachexia (Michaelis et al., 2017), we hypothesized that immune cells infiltrated the brain. We utilized flow cytometry to perform an initial brain-wide analysis of infiltrating immune cells in our PDAC model. Using 10-color flow cytometry of whole brain homogenate (Figure 2A), we characterized brain immune cells at three time points: 5 days post-inoculation (d.p.i) (before anorexia, fatigue, and muscle mass loss onset), 7 d.p.i. (initiation of wasting and anorexia), and 10 d.p.i. (robust wasting and anorexia, but 4–5 days before death) after IP injection of PDAC cells (see Figure 6F for typical disease progression of our KPC model). Compared to sham-injected animals, we observed a significant increase in CD45^high^CD11b+ myeloid cells in the brains of animals with PDAC (Figure 2B), with an increase as a percentage of total CD45+ (all immune cells) and CD45^high^ (non-microglia leukocytes) cells occurring at 5 d.p.i. (Figure 2D and Figure 2—figure supplement 1D).

**Figure 2.**
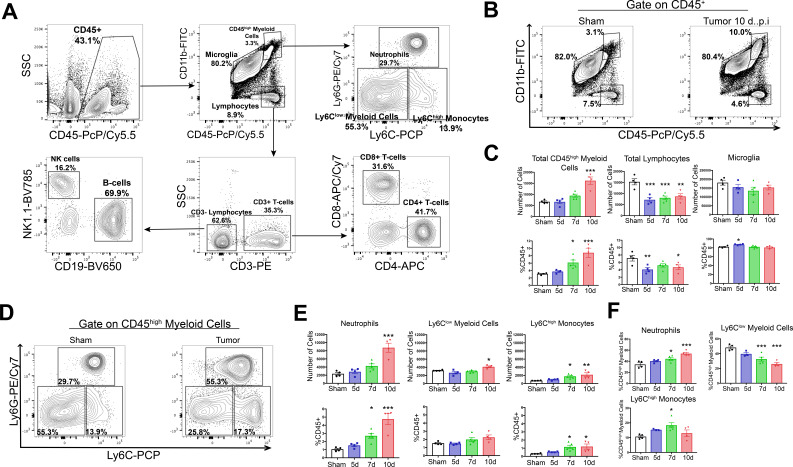
Circulating myeloid cells infiltrate the brain during PDAC. (**A**) Flow cytometry plots of immune cells isolated from whole brain homogenate, showing gating strategy to identify different immune cell populations. (**B**) Representative flow cytometry plots displaying CD45 and CD11b fluorescent intensities of immune cells isolated from brains of tumor and sham animals, gated on live, singlet, CD45+ cells. (**C**) Quantification of different immune cell populations in the brain at different time points throughout PDAC course. d = days post inoculation. Populations were identified as shown in (**A**). (**D**) Representative flow cytometry plots displaying Ly6C and Ly6G fluorescent intensities of immune cells isolated from brains of tumor and sham animals, gated on CD45^high^CD11b^high^ cells. (**E**) Quantification of different CD45^high^ myeloid cell populations in the brain at different time points during PDAC progression. (**F**) Relative amounts of different CD45^high^ myeloid cell populations as a percentage of total CD45^high^ myeloid cells, throughout the course of PDAC. Populations identified as described for (**E**). *n* = 4–5/group, *p<0.05, **p<0.01, ***p<0.001 compared to sham group in one-way ANOVA Bonferroni *post hoc* analysis, and results are representative of three independent experiments.

**Figure 2—figure supplement 1.**
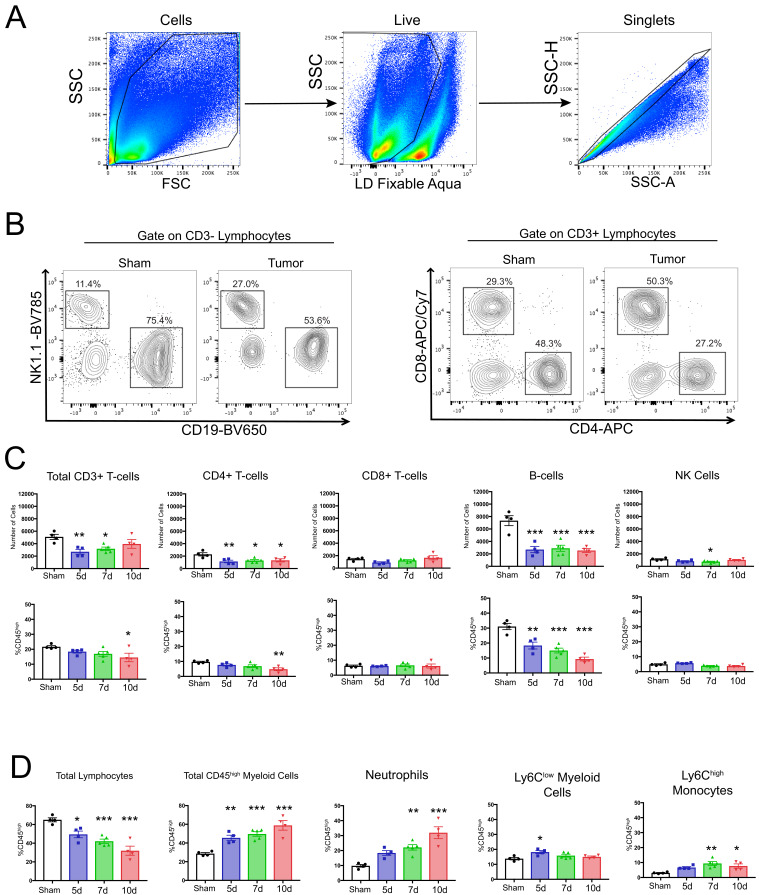
Decreased lymphocytes in the brain during PDAC cachexia. (**A**) Gating strategy to identify live single cells from whole brain homogenate. (**B**) Representative plots of different lymphocyte populations from brain homogenate from sham and tumor (10 d.p.i.) animals. For CD3- cells, NK cells = NK1.1+CD19-, B-cells = CD19+NK1.1-. For CD3+ cells, CD4+ and CD8+ T-cells were identified. (**C**) Quantification of different lymphocyte populations throughout the course of cachexia. *p<0.05, **p<0.01, ***p<0.001 compared to sham one-way ANOVA Bonferroni *post hoc* analysis. (**D**) Quantification of different immune cell populations in the brain throughout the course of cachexia, as a percentage of CD45^high^ cells. *p<0.05, **p<0.01, ***p<0.001 compared to sham. *n* = 4–5/group. Results are representative of three independent experiments.

**Figure 2—figure supplement 2.**
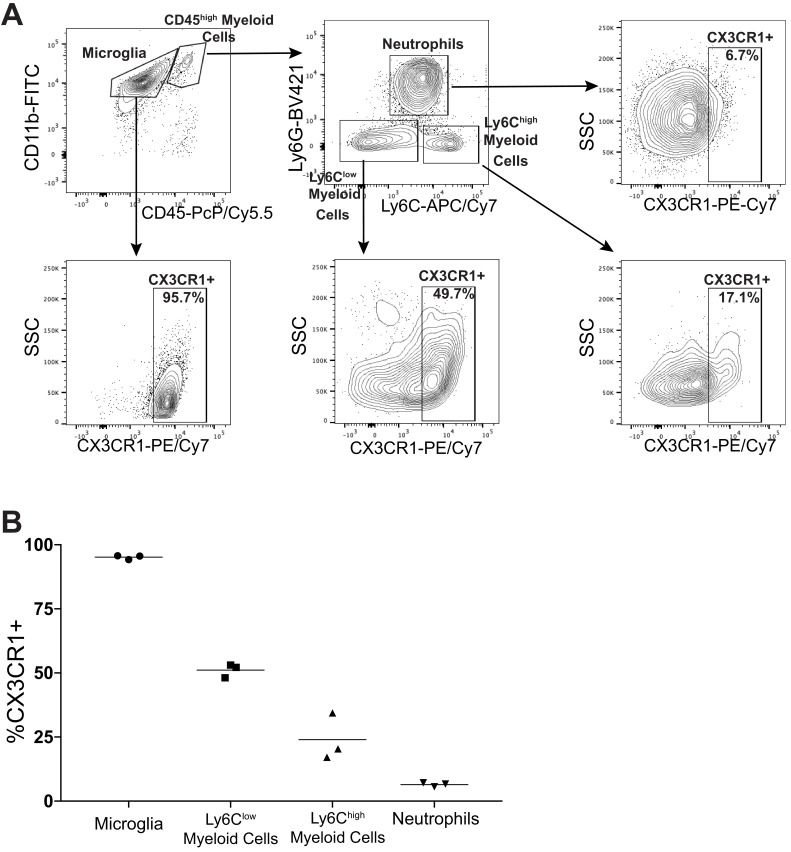
Infiltrating Ly6G+ cells are not microglia. (**A**) Gating strategy to identify different immune cell populations isolated from brains of tumor-bearing animals, 14 d.p.i., gated on live, singlet, CD45+ cells. (**B**) Percentage of cells CX3CR1+. n = 3/group.

**Figure 2—figure supplement 3.**
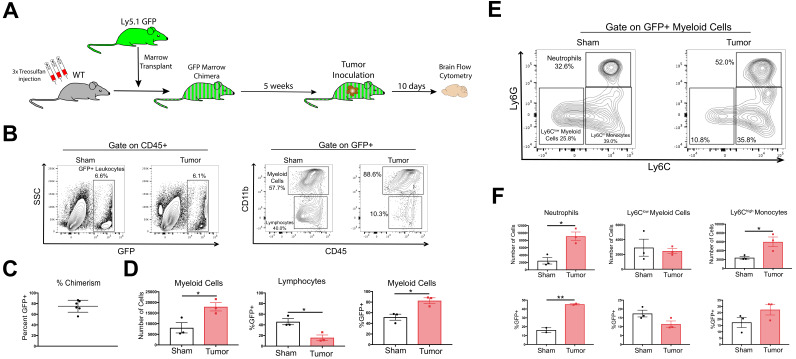
GFP BMT confirms peripheral origin of infiltrating myeloid cells in the CNS during PDAC. (**A**) Diagram of bone marrow transplant protocol to generate GFP+ bone marrow chimeras. (**B**) Gating strategy for CD45+GFP+ cells isolated from brains of tumor and sham GFP chimera animals. (**C**) Percent chimerism, identified as percentage of CD45+ cells in the blood that were GFP+. (**D**) Quantification of GFP+ myeloid cells and lymphocytes in the brains of tumor and sham mice, 10 d.p.i. (**E**) Representative flow cytometry plot of different GFP+ myeloid cell populations in the brains of tumor and sham GFP bone marrow chimera animals, 10 d.p.i. (**F**) Quantification of different GFP+ myeloid cell populations in the brains of tumor and sham GFP bone marrow chimera animals, 10 d.p.i. *n* = 3/group, *p<0.05, **p<0.01 in student’s t-test.

Both absolute and relative number of lymphocytes (CD45^high^CD11b-) were decreased in the brains of tumor animals compared to sham animals starting at 5 d.p.i., which was driven by a decrease in B-cells and CD4+ T-cells (Figure 2C and Figure 2—figure supplement 1B–D). There was no change in number of microglia (defined as CD45^mid^CD11b+) throughout the disease course (Figure 2C). Further phenotypic analysis of infiltrating myeloid cells revealed that by 7 d.p.i., there was an increase in relative number (as a percentage of total CD45+ and CD45^high^) of Ly6C^mid^Ly6G^high^ neutrophils, Ly6C^low^ myeloid cells, and Ly6C^high^ monocytes (Figure 1D,E and Figure 2—figure supplement 1D). We observed an increase in absolute number of neutrophils, Ly6C^high^ monocytes, and Ly6C^low^ myeloid cells starting at 7 d.p.i., which became significant at either 7 (Ly6C^high^ monocytes) or 10 d.p.i. (neutrophils and Ly6C^low^ myeloid cells) (Figure 2D and E). Neutrophils were by far the most numerous invading myeloid cell type, constituting 34% percent of CD45^high^CD11b+ cells in sham animals, and increasing to nearly 54% by 10.d.p.i. in tumor animals (Figure 2F).

In order to verify that the population, we defined as ‘microglia’ were actually microglia and also confirm that Ly6G+CD45^high^ myeloid cells were neutrophils and not an artifact of nonspecific antibody binding on microglial or other brain macrophages, we performed an additional flow cytometry experiment incorporating CX3CR1 (a marker of macrophages). We observed that 95% of the population we defined as ‘microglia’ expressed CX3CR1, while only 6% of the population we defined as ‘neutrophils’ expressed this protein, confirming the identity of these cells as microglia and neutrophils, respectively (Figure 2—figure supplement 2).

We considered the population within the gate labeled ‘CD45^high^ myeloid cells’ to be mainly infiltrating immune cells. While we drew this gate based on a clearly defined population of the cells (see right panel on Figure 2B), which we demonstrated consisted mainly of neutrophils (Figure 2F), it is possible that the population within this gate could also contain activated microglia. Furthermore, the population of CD45^high^CD11b+Ly6C^low^ myeloid cells could also be activated microglia. To address these issues, we generated GFP+ bone marrow chimera mice through conditioning WT mice with treosulfan to ablate marrow, then transplanting marrow from pan-GFP mice (Ly5.1^GFP^) (Figure 2—figure supplement 3A). This system is advantageous because, unlike other alkylating agents, treosulfan does not cross or disrupt the blood brain barrier (Capotondo et al., 2012). On average, mice that underwent bone marrow transplant (GFP BMT mice) exhibited 75% chimerism (Figure 2—figure supplement 3C). In agreement with results from WT marrow animals, we observed that at 10 d.p.i., thousands of GFP+ myeloid cells infiltrated the brain in tumor animals (Figure 2—figure supplement 3B and D). The majority of these cells were neutrophils, with a concurrent increase in Ly6C^high^ monocytes (Figure 2—figure supplement 3C-F). As we observed previously, this coincided with a decrease in brain lymphocytes (CD45+GFP+CD11b-) in tumor animals (Figure 2—figure supplement 3D). We did not observe an increase in GFP+ Ly6C^low^ myeloid cells (Figure 2—figure supplement 3F), suggesting that the increase in CD45^high^CD11b+Ly6C^low^ cells in our WT marrow PDAC mice was a result of microglia activation, rather than infiltrating monocytes.

Taken together, these data show that myeloid cells infiltrate the brain during PDAC, temporally correlating with symptom onset. The majority of infiltrating immune cells were neutrophils. Since the purpose of this study was to investigate infiltrating cells, we chose to focus our subsequent analysis on myeloid cells, with an emphasis on neutrophils.

### Invading myeloid cells accumulate at CNS interfaces during PDAC

Prior studies demonstrated regional vulnerability in the CNS to immune cell invasion during systemic inflammation (D'Mello et al., 2009). Therefore, we investigated the anatomic distribution of infiltrating myeloid cells in the CNS during PDAC. We performed immunofluorescence immunohistochemistry analysis at 10 d.p.i. in IP-inoculated animals, since all tumor-inoculated animals reliably developed anorexia, fatigue, and muscle catabolism at this time point, yet were not at terminal stage (Michaelis et al., 2017). In addition, our flow cytometry analysis demonstrated a robust immune cell infiltrate in the brain at 10 d.p.i. For initial analysis, we defined leukocytes as CD45+ globoid cells. Although we observed scattered CD45+ globoid cells within the parenchyma in the cortex and thalamus in tumor mice (Figure 3—figure supplement 1), we observed a robust increase in leukocytes in the meninges adjacent to the hippocampus and median eminence (ME) (Figure 3B and C). We also performed quantification in the area postrema, based on our previous experiment demonstrating chemokine transcript upregulation in this region. While there was an increase in overall CD45 immunoreactivity in the area postrema, these cells appeared ramified rather than globoid (Figure 3D), suggesting microglia activation rather than immune cell infiltration. We did not observe any CD45+ cells in the lateral parabrachial nucleus (data not shown), which was implicated in cancer-associated anorexia (Campos et al., 2017). This was perhaps due to its lack of proximity to a circumventricular organ or meninges. Interestingly, we observed an increase in neutrophils (defined as myeloperoxidase [MPO] positive, CD45+ globoid cells) only in the meninges surrounding the hippocampus (Figure 3B). This layer of meninges, known as the velum interpositum (VI), is a double-layered invagination of the pia matter. This potential space is closed rostrally, communicates caudally with the quadrigeminal cistern, and is highly vascularized via a number of internal cerebral arterioles and veins. Recent studies demonstrate robust immune cell recruitment into the brain via this anatomical route after mild trauma, during CNS infection, and during CNS autoimmune disease (Alvarez and Teale, 2006; Schmitt et al., 2012; Szmydynger-Chodobska et al., 2016).

**Figure 3.**
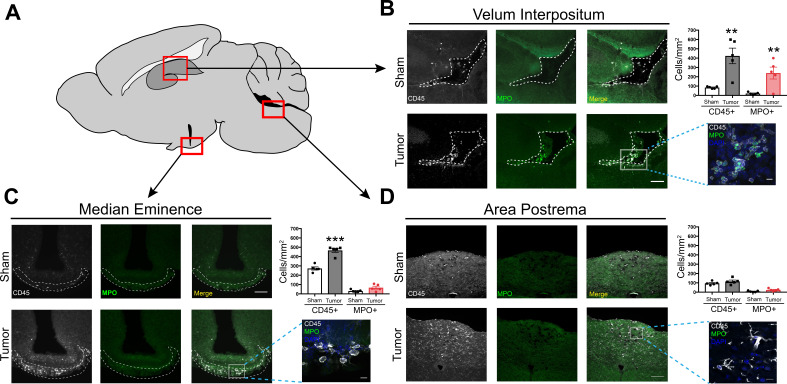
Infiltrating immune cells accumulate at CNS interfaces during PDAC cachexia. (**A**) Picture of sagittal mouse brain section to illustrate different regions analyzed. (**B-D**) 20X images of velum interpositum (**B**), mediobasal hypothalamus (**C**), and area postrema (**D**) of brain from sham animal and tumor animal at 10 d.p.i., with 60X inset shown on the right, along with quantification of MPO+ and total CD45+ cells. For B, dashed line denotes VI borders. For C, dashed line denotes borders of meninges adjacent to ME. Scale bar for 20X images = 100 μm. Scale bar for 60X insets = 10 μm. Data are presented as mean ± s.e.m., *n* = 5/group, *p<0.05, **p<0.01 in student’s t-test.

**Figure 3—figure supplement 1.**
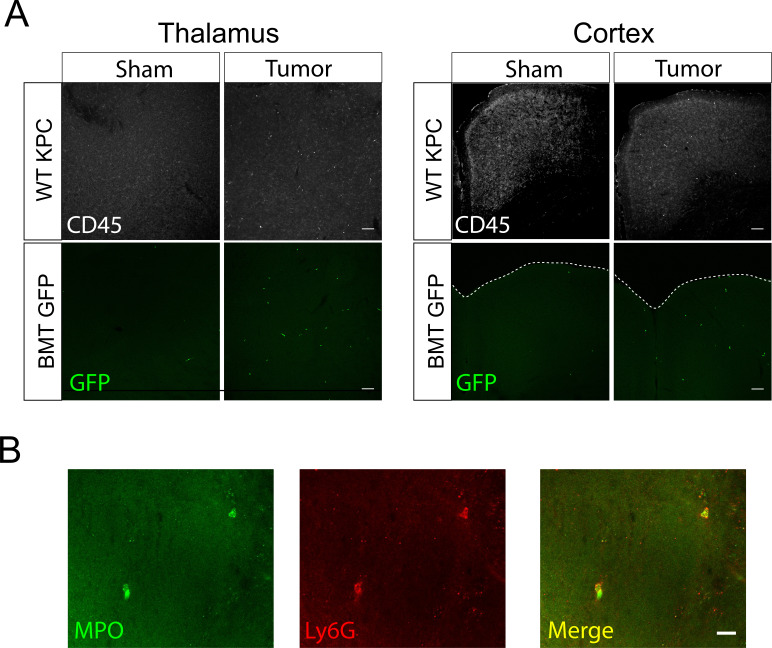
Immunofluorescence analysis of infiltrating immune cells during PDAC. (**A**) 10X confocal images of thalamus and cortex from sham and tumor mouse brains, 10 d.p.i.WT KPC = WT animals, BMT GFP = Ly5.1 eGFP marrow transplanted into WT recipient after treosulfan conditioning to ablate marrow (see Materials and methods). Scale bar = 100 μm. (**B**) 40X confocal image of thalamus from tumor mouse, 12 d.p.i. Scale bar = 20 μm.

**Figure 3—figure supplement 2.**
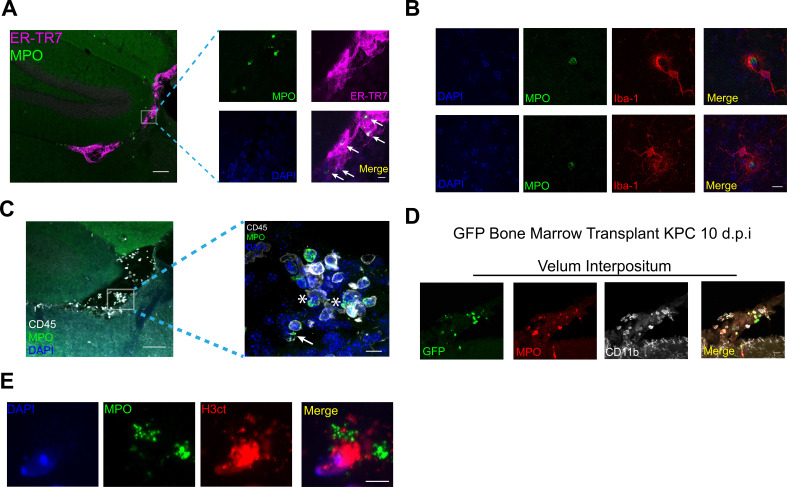
Characteristics of brain-infiltrating immune cells during PDAC. (**A**) Representative 10X image of VI from the brain of a tumor animal 10 d.p.i., showing ER-TR7 staining to label meninges and MPO staining to label neutrophils. Scale bar = 100 μm. Inset = 60X showing neutrophils (indicated by arrows) within the meninges of the VI. Scale bar = 10 μm. (**B**) Representative 60X images of microglia phagocytosing neutrophils in the thalamus of animals with KPC tumor, 10 d.p.i. Scale bar = 10 μm. (**C**) 20X image a VI with 60X inset showing neutrophils degranulating. Asterisk = myeloperoxidase ‘blebs’ coming off neutrophil. Arrow = extracellular myeloperoxidase. (**D**) Representative 60X images of VI from BMT GFP mice at 10 d.p.i. Scale bars = 20 μm. (**E**) 60X image of neutrophil extracellular trap in the VI of a tumor animal, 10 d.p.i. Scale bar = 5 μm.

**Figure 3—figure supplement 3.**
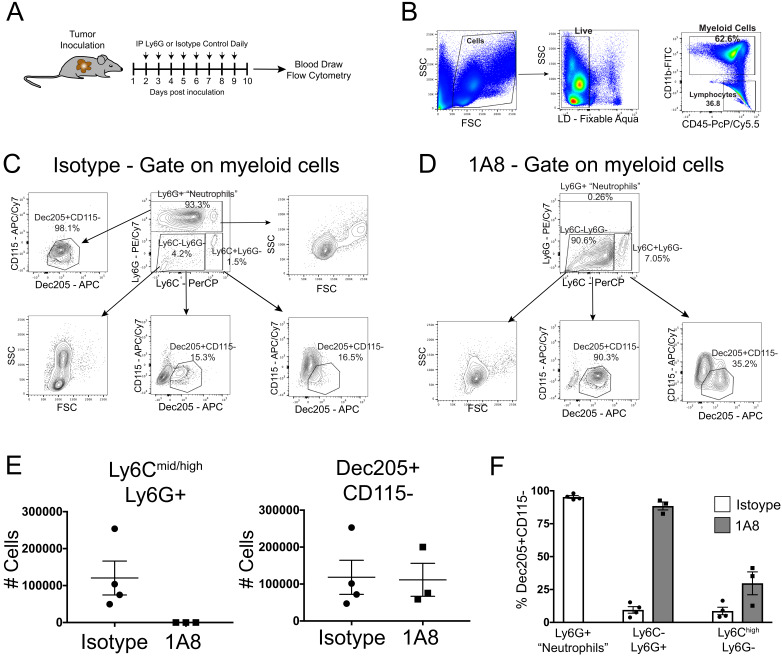
Neutrophils are not depleted by Ly6G antibody administration. (**A**) Schematic of experimental setup. (**B**) Representative plots of gaiting strategy for myeloid cells in isolated blood leukocytes. (**C**) Representative plots of gating strategy used to identify neutrophils in isotype-treated tumor-bearing animals at 10 d.p.i. Cells were initially gated on myeloid cells identified in B. (**D**) Representative plots of gating strategy used to identify different cell types in anti Ly6G-treated tumor-bearing animals at 10 d.p.i. 1A8 = clone 1A8 anti-Ly6G antibody group. Note large population of Ly6C-Ly6G- cells that is not present in representative plot from isotype-treated animal. Also note that this population has similar forward FSC and SSC properties as the Ly6C^mid/high^Ly6G+ population in C, rather than the LyC-Ly6G- population in C. (**E**) Number of the Ly6C^mid/high^Ly6G+ and Dec205+CD115- myeloid cells in isotype- and 1A8-treated animals. # Cells = number of cells per 200 μl blood. (**F**) Percentage of different myeloid cell populations that are Dec205+CD115- in isotype- and 1A8-treated tumor-bearing animals. Ly6G+ ‘Neutrophils’=Ly6C^mid/high^Ly6G+. Ly6C^mid/high^Ly6G+ population omitted for 1A8-treated animals since this was only 100–200 cells in each animal.

We verified the presence of meninges in the VI with ER-TR7 labeling, which showed infiltrating neutrophils in the VI meninges in tumor mice (Figure 3—figure supplement 2A). Neutrophils in the VI were degranulating, with MPO ‘blebs’ present at the edge of many cells, along with extracellular MPO (Figure 3—figure supplement 2C). This phenomenon was only present in brains of tumor animals and not in brains of sham animals. We were able to confirm neutrophil identity with the plasma membrane marker Ly6G and globoid morphology (Figure 3—figure supplement 1C). Neutrophil extracellular traps (NETs) were also present in the VI, as identified by citrillunated histone H3 and MPO co-labeling (Figure 3—figure supplement 2E). We were unable to perform quantification on the number of NETs present in tumor mouse brains, due to the transient nature of these events.

In the CNS parenchyma, especially in the thalamus and cortex, we frequently observed neutrophils undergoing phagocytosis by microglia, with Iba-1+ cells extending processes around MPO+ neutrophils (Figure 3—figure supplement 2B). This supports previous studies showing that microglia protect the CNS parenchyma from neutrophil invasion during various states of inflammation (Neumann et al., 2018; Neumann et al., 2008; Otxoa-de-Amezaga et al., 2019).

The peripheral origin of the CD45+ globoid cells in the brain was assessed using our GFP BMT mice. Sham BMT mice showed very few GFP+ cells in the brain, including the cortex and thalamus (Figure 3—figure supplement 1A), as well as the meninges (data not shown). In contrast, there was a large increase in GFP+ cells in the brains of KPC mice at 10 d.p.i. We observed a pattern of infiltrating GFP+ cells that was identical to CD45+ globoid cells in our previous experiments, with scattered GFP+ cells in the cortex and thalamus (Figure 3—figure supplement 1A and B), and accumulations of GFP+ cells in the VI (Figure 3—figure supplement 2D). In agreement with our previous data, GFP+ cells were MPO+ in the VI (Figure 3—figure supplement 2D).

Since neutrophils were the predominant cell type infiltrating the brain during PDAC, we hypothesized that these cells are key drivers of cachexia. To test this hypothesis, we attempted to deplete neutrophils in our mouse model of PDAC. Beginning at 2 d.p.i., we treated tumor-bearing animals with either 500 μg anti-Ly6G antibody (clone 1A8) or isotype control IgG daily (Figure 3—figure supplement 3A). At 10 d.p.i., there was complete abrogation of the population we defined as neutrophils (CD45+CD11b+Ly6C^mid/high^Ly6G^high^) in the circulation of 1A8-treated animals (Figure 3—figure supplement 3D and E). However, there was a suspicious population of CD45+CD11b+Ly6C^mid^Ly6G- cells in 1A8-treated animals, which was not present in the isotype-treated animals, and had identical forward scatter and side scatter properties as neutrophils (Figure 3—figure supplement 3C and D). Since we used a fluorescently labeled anti-Ly6G antibody to identify neutrophils, it is possible that the neutralizing Ly6G antibody bound to all of the Ly6G antigens on neutrophils, therefore preventing the fluorescently labeled Ly6G antibody from binding. To address this issue, we used additional markers to identify neutrophils which did not require Ly6G labeling. It was previously reported that neutrophils could be differentiated from other circulating myeloid cells with the markers Dec205 and CD115 (Napier et al., 2015). We identified a population of cells that was CD45+CD11b+Dec205+CD115-, which was 95% Ly6C^mid/high^Ly6G+ neutrophils (Figure 3—figure supplement 3F). Using this new definition for neutrophils, we observed that there was no decrease in this population at 10 d.p.i. after daily treatment with 500 μg anti-Ly6G antibody (Figure 3—figure supplement 3E).

These results suggest that during PDAC, chronic neutrophil depletion with anti-Ly6G antibody is not possible.

### CCR2 inhibition attenuates anorexia and immune cell infiltration into the velum interpositum during PDAC

To identify unique mechanisms of immune cell recruitment to the brain and determine if inhibiting immune cells from infiltrating the brain attenuates cachexia, we treated OT-implanted tumor-bearing mice with either a CCR2 inhibitor (RS504393, Tocris) or CXCR2 inhibitor (SB225002, Tocris). We chose CCR2 and CXCR2 since *Ccl2* (coding for the ligand for CCR2), *Cxcl1* (which codes for CXCL1, a ligand for CXCR2), and *Cxcl2* (which codes for CXCL2, also a ligand for CXCR2) were the most upregulated chemokine genes in dissected hippocampi (which also included the VI) during PDAC (Figure 1). Furthermore, these are the key chemokines for monocyte and neutrophil chemotaxis, which were the predominant cell types that infiltrated the brain in our PDAC mouse model (Figure 2).

RS504393 and SB225002 were previously demonstrated to be highly effective and specific small-molecule inhibitors of their respective receptors (Nywening et al., 2018). Based on dosing regimens optimized previously (Nywening et al., 2018), we administered 5 mg/kg RS504393, 10 mg/kg SB225002, or vehicle (DMSO) subcutaneously twice daily starting at 3 d.p.i. (Figure 4A). We used immunofluorescence analysis to quantify total CD45+ globoid cells and MPO+ cells in the VI in vehicle-, RS504393-, and SB225002-treated tumor-bearing animals. We focused our initial analysis on the VI, as it was a key region for invading immune cell accumulation. We observed a decrease in CD45+ globoid cells in the VI in RS504393-treated tumor-bearing animals compared to vehicle-treated tumor-bearing animals (Figure 4B and C). Alternatively, while there was a slight decrease in CD45+ cells in the VI in SB225002-treated tumor-bearing animals compared to vehicle-treated tumor-bearing animals, this difference was not significant (Figure 4D). Compared with vehicle-treated tumor-bearing animals, there was a moderate decrease in MPO+ cells in the VI in both SB225002- and RS504393-treated tumor-bearing animals, but this difference was also not significant.

**Figure 4.**
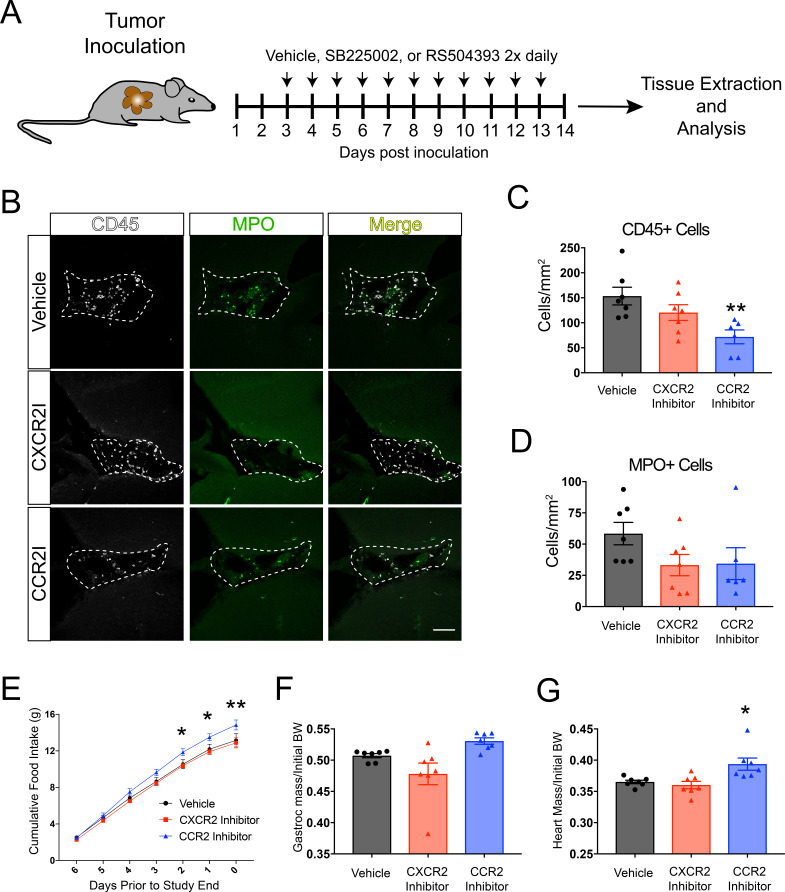
CCR2 signaling is important for cachexia and immune cell infiltration into the brain during PDAC. (**A**) Diagram depicting treatment schedule after OT tumor inoculation with PDAC cells. (**B**) Representative images of the VI from brains of vehicle-, SB225002-, or RS504393-treated tumor-bearing animals at 14 d.p.i. CXCR2I = SB225002. CCR2I = RS504393. Dashed line denotes VI borders. Scale bar = 100 μm. (**C**) Quantification of CD45+ globoid cells in the VI at 14 d.p.i. n = 7/group. **p<0.01 compared to vehicle-treated in Bonferroni post-hoc analysis in one-way ANOVA. (**D**) Quantification of MPO+ cells in the VI at 14 d.p.i. One RS504393-treated animal was excluded from quantification analysis due to meeting Grubbs outlier criterion. (**E**) Cumulative food intake starting when animals develop cachexia, at 7 d.p.i. *p<0.05, **p<0.01, comparing RS504393-treated tumor vs. vehicle-treated tumor in Bonferroni *post hoc* analysis in two-way ANOVA. *n* = 7/group. (**F**) Mass of dissected gastrocnemius, normalized to initial body weight, at 14 d.p.i. (**G**) Mass of dissected heart, normalized to initial body weight, at 14 d.p.i. *p<0.05 compared to vehicle-treated in Bonferroni post-hoc analysis in one-way ANOVA.

**Figure 4—figure supplement 1.**
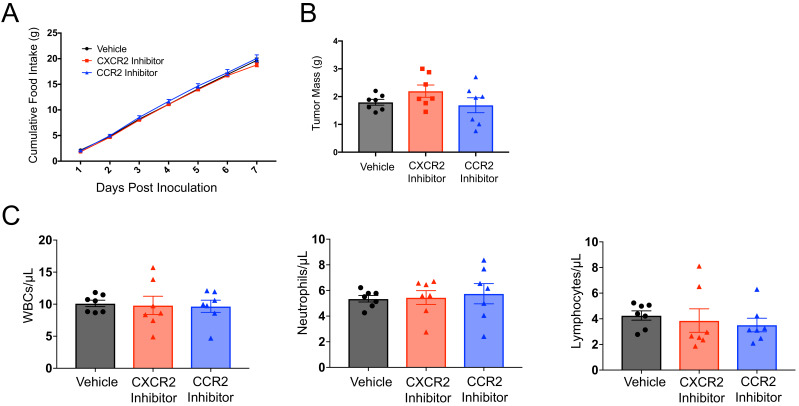
No differences in pre-cachexia food intake, tumor mass, or circulating immune cells in SB225002-, or RS504393-treated tumor-bearing animals. (**A**) Cumulative food intake from tumor inoculation to 7 d.p.i.in vehicle-, SB225002-, RS504393-treated tumor-bearing animals. CXCR2I = SB225002. CCR2I = RS504393. (**B**) Tumor mass in vehicle-, SB225002-, RS504393-treated tumor-bearing animals. (**C**) Quantification of circulating immune cells using Hemavet analyzer in vehicle-, SB225002-, RS504393-treated tumor-bearing animals. WBC = white blood cell.

While all groups consumed similar amounts of food over the first 7 days of the study (pre-cachexia) (Figure 4—figure supplement 1A), RS504393-treated animals experienced decreased anorexia, as evidenced by increased food intake, compared to vehicle-treated tumor-bearing animals (Figure 4E), Alternatively, SB225002-treated tumor-bearing had similar food intake compared to vehicle-treated animals. RS504393-treated animals had a nonsignificant increase in gastrocnemius mass compared to vehicle-treated animals, but did have an increase in heart mass compared to vehicle-treated animals, indicating decreased muscle catabolism (Figure 4F and G). There was no difference in heart or gastrocnemius mass in SB225002-treated animals compared to vehicle-treated animals. There was also no difference in tumor mass, or circulating immune cells in SB225002- or RS504393-treated animals compared to vehicle-treated animals (Figure 4—figure supplement 1B and C).

These data demonstrate that pharmacologic inhibition of CCR2 is important for cachexia and immune cell recruitment to the brain during PDAC. Therefore, we next performed additional studies to further characterize the activity of the CCL2/CCR2 axis in the brain.

### The CCR2-CCL2 axis is activated in the CNS during PDAC

Using in situ hybridization we localized robust CCL2 mRNA expression exclusively within the VI during PDAC. There was no observable *Ccl2* mRNA in the brains of sham animals (Figure 5A). We verified these results at the protein level using *Ccl2*^mCherry^ mice, which showed abundant CCL2 protein expression in the VI in tumor animals at 10 d.p.i., exclusively expressed in Iba1+CD206+ meningeal macrophages. CCL2 protein was not expressed in VI meningeal macrophages in sham mice (Figure 5B). We did not observe robust CCL2 protein expression in any other locations in the brain.

**Figure 5.**
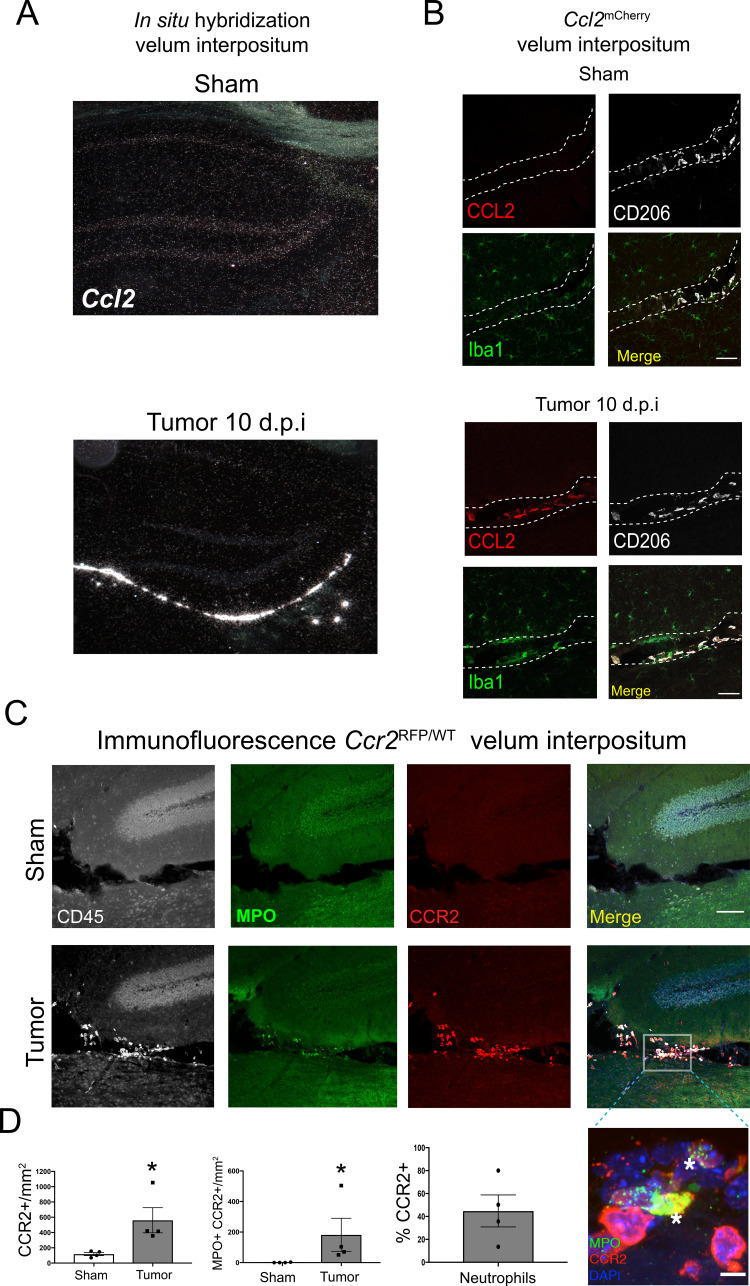
The CCR2-CCL2 axis is activated in the CNS during PDAC. (**A**) Representative darkfield microscopy image of in situ hybridization for *Ccl2* in sham and tumor (10 d.p.i) mouse brains. (**B**) Representative 40X confocal microscopy images of the VI from *Ccl2*^mCherry^ sham and tumor mouse brains, 10 d.p.i., demonstrating that CCL2 protein expression is confined to meningeal macrophages, identified by CD206 labeling. Scale bar = 20 μm. (**C**) Representative 20X confocal microscopy image of brain from *Ccr2*^RFP/WT^ tumor (10 d.p.i.) and sham mouse brain. Scale bar = 100 μm. Inset = 60X image identifying CCR2+ neutrophils in the VI of a tumor animal, indicated by asterisks. Scale bar = 5 μm. (**D**) Quantification of different RFP+ cell populations in the VI of *Ccr2*^RFP/WT^ tumor (10 d.p.i.) and sham animals. *n* = 4/group. *p<0.05, Mann-Whitney U-test comparing sham to tumor. Results are representative of two independent experiments.

**Figure 5—figure supplement 1.**
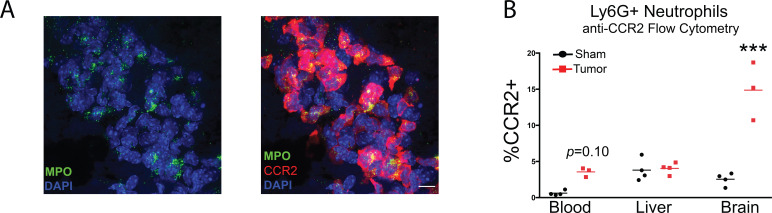
Neutrophils in the velum interpositum express CCR2 during PDAC. (**A**) 60X image identifying cluster of CCR2+ neutrophils in the VI of a *Ccr2*^RFP^ tumor animal. Scale bar = 10 μm. (**B**) Flow cytometry analysis of CCR2+ neutrophils in the blood, brain, and liver of sham and tumor animals, 10 d.p.i. Neutrophils defined as live, CD45^high^CD11b+Ly6G+ cells. CCR2+ neutrophils identified by AF647 anti-CCR2 labeling compared to AF647 isotype control. *n* = 3–4/group. ***p<0.001 in repeated measures one-way ANOVA compared to sham. Bars denote mean. Results are representative of two independent experiments.

*Ccr2*^RFP/WT^ reporter mice were used to localize CCR2+ cells in the CNS. We observed that, at 10 d.p.i., CCR2+ immune cells infiltrated the brains of tumor mice and accumulated in the VI (Figure 5C) Interestingly, a large percentage of neutrophils in the VI were CCR2+ (Figure 5D), which infiltrated throughout the VI and often formed large aggregates consisting of 20 cells or more (Figure 5—figure supplement 1A). CCR2+ cells were sparsely scattered within the surrounding brain parenchyma in tumor mice, whereas none were ever observed in sham controls.

In order to verify CCR2 expression on neutrophils in the brains of tumor-bearing animals, we performed flow cytometry for CCR2 (using an anti-CCR2 antibody) on Ly6G+ circulating, liver-infiltrating, and brain-infiltrating neutrophils in both sham and PDAC-bearing animals at 10 d.p.i. As expected, we observed minimal CCR2 expression on circulating neutrophils in sham animals. While there was a slight increase in circulating CCR2+ neutrophils in tumor-bearing animals, there was no increase in CCR2+ neutrophils in the liver. Alternatively, there was a large increase in CCR2+ neutrophils in the brains of tumor-bearing animals (Figure 5—figure supplement 1B).

### Tumor-derived factors induce CCL2 production in brain macrophages

Since we observed robust production of CCL2 in meningeal macrophages during PDAC, we hypothesized that tumor-derived factors could induce CCL2 or other chemokines in brain macrophages. To test this hypothesis, we utilized an in vitro microglia culture system used previously by our laboratory (Burfeind et al., 2020; Zhu et al., 2016). Briefly, mixed glia were isolated from 3-day-old mouse pups, then after 14–16 days of culture, microglia were removed through shaking, were replated, and treated with PDAC conditioned media or control media (FBS+RPMI) (Figure 6A). Sixteen hours later, RNA was isolated and qRT-PCR was performed. Chemokine transcripts differentially regulated in more than one brain region in our PDAC mouse model (as shown in Figure 1) were selected for analysis. We observed that, of the chemokine transcripts queried, *Ccl2* was by far the most robustly upregulated (approximately 135-fold). *Cxcl1* and *Cxcl2* were upregulated, but not nearly as robustly (15 and approximately 35-fold, respectively) (Figure 6B). Alternatively, *Cxcl9* and *Cxcl10* were not induced. 10 ng LPS was used as a positive control, which induced robust upregulation all five chemokine transcripts (Figure 6C). These results demonstrate that PDAC-derived factors induce chemokine expression in brain macrophages, and, unlike LPS, there is preferential upregulation of certain chemokines, especially CCL2.

**Figure 6.**
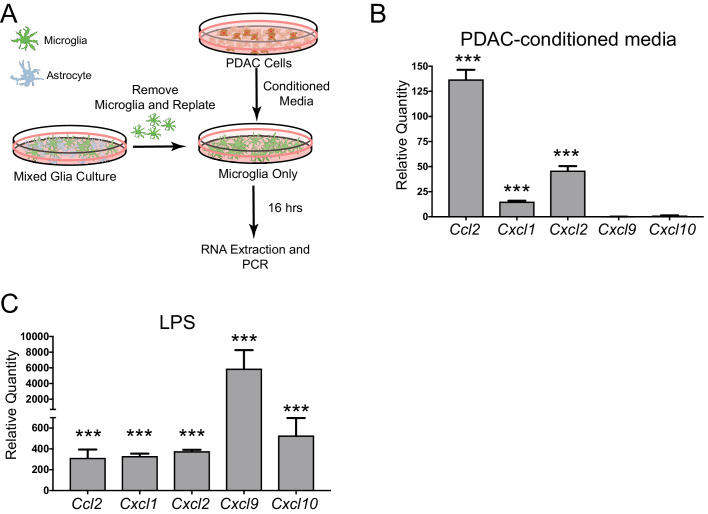
Chemokine transcripts are upregulated in microglia in vitro in response to PDAC-conditioned media. (**A**) Schematic representation of in vitro PDAC-conditioned media treatment system. (**B**) qRT-PCR analysis of chemokine transcripts after PDAC-conditioned media treatment. Values are relative to those from control media-treated primary microglia. ***p<0.001 compared to control media-treated in repeated measures one-way ANOVA. n = 3/group. Note: one *Cxcl9* PDAC-conditioned sample was not amplified after 45 cycles, so was not included. Therefore, no statistics were performed for *Cxcl9*. (**C**) qRT-PCR analysis of chemokine transcripts after 10 ng LPS treatment. Values are relative to those from control media-treated primary microglia. ***p<0.001 compared to control media-treated in repeated measures one-way ANOVA. n = 3/group.

### CCR2 is critical for myeloid cell accumulation at CNS interfaces, anorexia, and muscle catabolism during PDAC

Since small molecule inhibitors can have off-target effects, we used CCR2 knockout (CCR2KO) mice to verify and expand upon our findings demonstrating that CCR2 inhibition is important for cachexia and immune cell infiltration into the brain during PDAC. Using flow cytometry, we observed that at 11 d.p.i. after IP inoculation, there was a 37% decrease in total CD45^high^ myeloid cells in the brains of CCR2KO tumor mice compared to WT tumor mice (Figure 7A and B). This difference was driven by a large decrease in brain-infiltrating neutrophils and Ly6C^high^ monocytes. There was also decrease in neutrophils and Ly6C^high^ monocytes as a percentage of CD45^high^ cells in the brains of CCR2KO tumor mice, indicating that differences were not due to a global decrease in infiltrating immune cells (Figure 7B). This was also supported by the fact that there were no differences in microglia (data not shown), Ly6C^low^ monocytes, or T-cells in the brains of CCR2KO tumor mice compared to WT tumor mice (Figure 7C).

**Figure 7.**
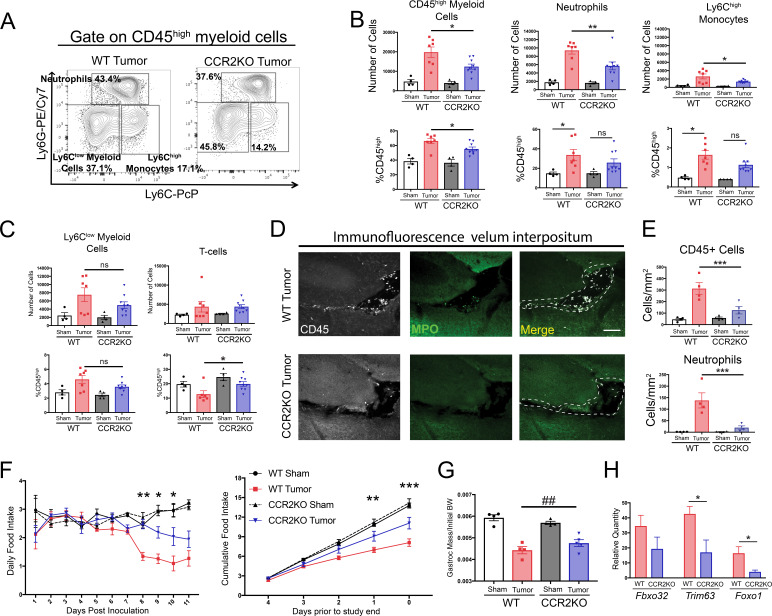
The CCR2-CCL2 axis in the CNS is critical for brain inflammation, anorexia, and muscle catabolism during PDAC. (**A**) Representative plot of different CD45^high^ myeloid cell populations from WT and CCR2KO tumor animal brains, 11 d.p.i. Cells are gated on live, singlet, CD45+, CD45^high^CD11b+ cells. (**B and C**) Flow cytometry analysis of immune cells isolated from whole brain homogenate. *p<0.05, **p<0.01, WT tumor vs. CCR2KO tumor, or tumor vs. sham in the same genotype in Bonferroni *post hoc* analysis in two-way ANOVA. ns = not significant. *n* = 4–9/group. Data consist of two independent experiments pooled (*n* = at least 2/group in each experiment). (**D**) Representative 20X confocal microscopy images of the VI from WT tumor and CCR2KO tumor brain, 10 d.p.i. Scale bar = 100 μm. Dashed lines represent VI boundary. (**E**) Quantification of total CD45+ globoid cells and MPO+ neutrophils in the VI of WT and CCR2KO animals, 10 d.p.i. ***p<0.001, WT tumor vs. CCR2KO tumor in Bonferroni *post hoc* analysis in two-way ANOVA. *n* = 4/group. (**F**) Daily food intake (left) and cumulative food intake for final 5 days of the study (right, starting when animals develop cachexia) in WT and CCR2KO tumor and sham mice. *p<0.05, **p<0.01, ***p<0.001 comparing WT tumor vs. CCR2KO tumor in Bonferroni *post hoc* analysis in two-way ANOVA. *n* = 4/5 per group. Results are representative of three independent experiments. (**G**) Left = mass of dissected gastrocnemius, normalized to initial body weight, at 11 d.p.i. ##p<0.01 for interaction effect between genotype and tumor status in two-way ANOVA analysis. (**H**) qRT-PCR analysis of *Fbxo32*, *Trim63*, and *Foxo1* from RNA extracted from gastrocnemii dissected at 11 d.p.i. Values normalized to those from WT sham. *p<0.05, WT tumor vs. CCR2KO tumor dCt values. *n* = 3–5/group.

**Figure 7—figure supplement 1.**
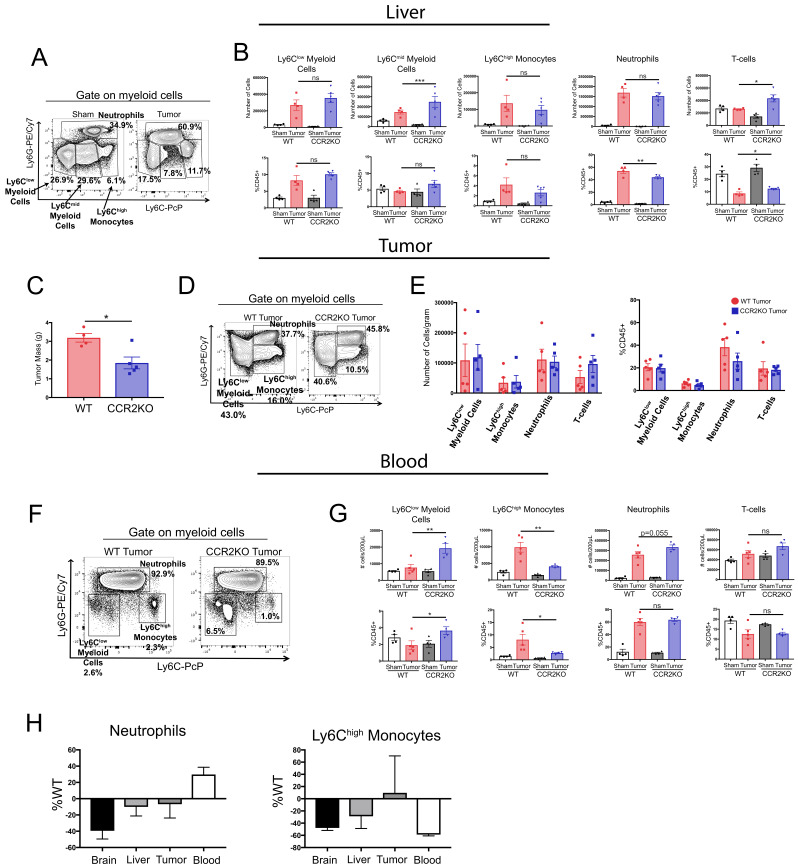
The CCR2-CCL2 axis is of selective importance for the brain in PDAC cachexia. (**A**) Representative flow cytometry plot of different myeloid cell populations from WT sham and tumor livers, 11 d.p.i., in order to illustrate different myeloid cell populations identified based on Ly6C and Ly6G expression. Cells are gated on live, singlet CD45+CD11b+ cells. (**B**) Quantification of flow cytometry analysis of different immune cell populations in the liver from WT and CCR2KO sham and tumor animals, 11 d.p.i. *p<0.05, **p<0.01, WT tumor vs. CCR2KO tumor, or tumor vs. sham in the same genotype in Bonferroni *post hoc* analysis in two-way ANOVA. ns = not significant. *n* = 4–9/group. (**C**) Tumor mass from WT and CCR2KO animals, 11 d.p.i. Data are representative of three independent experiments. Data are presented as mean ± s.e.m. (**D**) Representative flow cytometry plot of different myeloid cell populations from WT and CCR2KO tumors, 10 d.p.i. Cells are gated on live, singlet CD45+CD11b+ cells. (**E**) Quantification of flow cytometry analysis of different immune cell populations isolated from tumor from WT and CCR2KO tumor animals, 10 d.p.i. Data consist of two independent experiments pooled (*n* = at least two per group per experiment). Data are presented as mean ± s.e.m. (**F**) Representative plot of different myeloid cell populations from WT and CCR2KO tumor animal blood, 10 d.p.i. Cells are gated on live, singlet CD45+CD11b+ cells. (**G**) Quantification of flow cytometry analysis of different immune cell populations in the blood from WT and CCR2KO sham and tumor animals, 10 d.p.i. *p<0.05, **p<0.01, WT tumor vs. CCR2KO tumor, or tumor vs. sham in the same genotype in Bonferroni *post hoc* analysis in two-way ANOVA. ns = not significant. *n* = 4–5/group. Data are representative of two independent experiments. (**H**) Analysis of neutrophils and Ly6C^high^ monocytes in brain, liver, tumor, and blood in CCR2KO tumor mice, normalized to number in WT tumor mice. *n* = 5–9/group.

**Figure 7—figure supplement 2.**
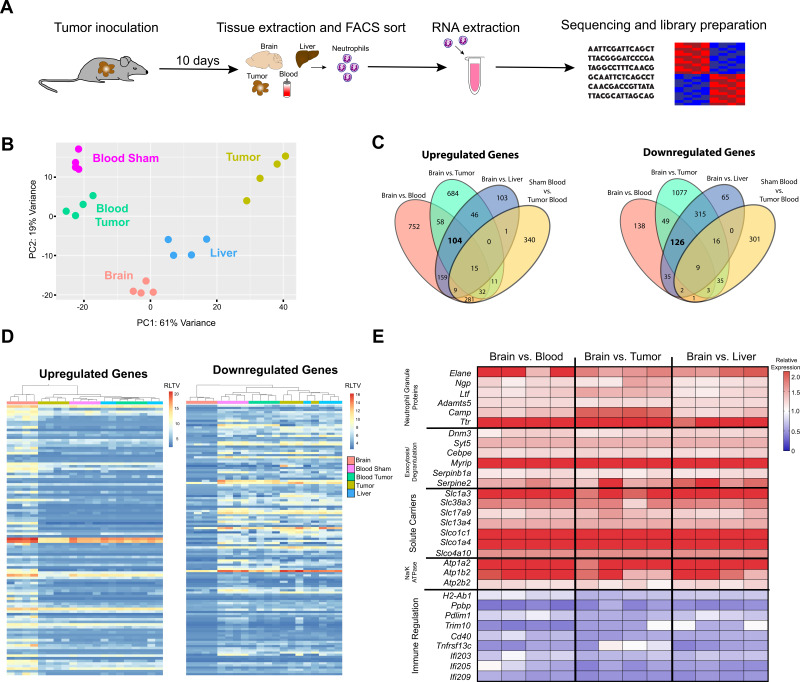
RNASeq of neutrophils in different organs during PDAC. (**A**) Workflow for neutrophil isolation, RNA extraction, and RNAseq analysis. (**B**) Principal component analysis of 500 most varying genes in neutrophils isolated from blood, tumor, liver, and brain from mice with PDAC at 10 d.p.i., as well as blood from sham mice. (**C**) Venn diagram of different comparisons of transcripts expressed in neutrophils from different organs. (**D**) We identified putative ‘brain-specific’ transcripts by comparing the transcriptome of brain-infiltrating neutrophils to that of liver- and tumor-infiltrating neutrophils, as well as circulating neutrophils (all from tumor animals). In order to control for the nonspecific effects of malignancy on circulating neutrophils, we any excluded transcripts that were upregulated in circulating neutrophils from tumor animals compared to circulating neutrophils from sham animals. Using this approach, we identified 104 upregulated and 126 downregulated ‘brain-specific’ transcripts RLTV = regularized logarithm transformed value. (**E**) Heatmap of select brain-specific transcripts showing relative expression, comparing average of brain neutrophils to neutrophils in different organs. Functional enrichment analysis (based on Gene Ontology curation) of brain-specific transcripts identified enrichment for the term ‘extracellular space’ (GO:0005615) in upregulated genes and enrichment for the terms ‘external side of plasma membrane’ (GO:0009897), ‘immune response’ (GO:0006955), and”response to interferon-gamma’ (GO: 00034341) in downregulated genes. Several brain-specific upregulated transcripts encoded neutrophil granule components and enzymes, such as neutrophil granule protein (*Ngp*), the metalloproteinase ADAMTS5 (*Adamts5*) neutrophil elastase (*Elane*), lactoferrin (*Ltf*), cathelicidin antimicrobial peptide (*Camp*), and transthyretin (*Ttr*), as well as proteins important for granule secretion and NET formation such as dynamin 3 (*Dnm3*), synaptotagmin 15 (*Syt15*), Serpinb1a (*Serpinb1a*), Serpin Family E Member 2 (*Serpine2*), C/EBPε (*Cebpe*) (Gombart et al., 2003), and Myosin VIIA And Rab Interacting Protein (*Myrip*) (Desnos et al., 2003). We also observed an increase in genes for solute carriers (*Slc* gene family) and components of the Na/K ATPase, suggesting brain-infiltrating neutrophils are highly metabolically active. Many brain-specific downregulated transcripts encoded proteins important for immune function and responsiveness to T-cell-derived cytokines, such as MHC II (*H2-Ab1*), CXCL7 (*Ppbp*), PDLIM1 (*Pdlim1*, a negative regulator of NFκβ signaling), and the interferon-inducible genes *Ifi203*, *Ifi205*, and *Ifi209*.

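Neutrophils were compared from 5 sources with 4 libraries each, namely the brain, liver, tumor and blood of mice with pancreatic ductal adenocarcinoma (tumor mice) at 10 d.p.i. and the blood of sham mice. After blood was drawn the mice were perfused with PBS. Live single cells with high CD11b, an integrin of myeloid cells, and high Ly6G, a surface protein of mouse neutrophils, were sorted by flow cytometry. SMART-Seq, an amplification protocol for very small RNA inputs, was used to make cDNA. It does not mark the strand, so reads of genes that overlap on opposite strands cannot be told apart. Single reads came from a HiSeq sequencer with 4 libraries per lane. The tumor libraries carry replicate numbers 1, 2, 3 and 5, the brain libraries 2, 3, 4 and 5, and the other groups 1 to 4. The methods describe blood drawn from mice whose brain, liver and tumor were then removed, so that libraries of different tissues can come from the same mouse. Which libraries share a mouse, and whether a number marks a mouse, is not given in the sources used here. The p-values therefore measure the spread between these libraries, taken as independent. A fit with the replicate number as a block was run as an alternative. The paper's genes whose calls it changed are named under the dependence on the processing, and mostly not again at each gene.

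The authors deposited whole-number counts per Ensembl gene and regularized-logarithm (rlog) values. Their processing notes name the mouse build mm10 and DESeq2, while the aligner, the counting tool and the annotation are not given in the sources used here. Total counts per library had a median (range) of 53124054 (49942921 to 54472378) in the brain, 52498208 (49342620 to 54094891) in the liver, 51476287 (50284744 to 52657231) in the tumor, 49240322 (47388245 to 52785620) in the blood of tumor mice and 48880832 (48336758 to 51176440) in the blood of sham mice. The 30 pairs of libraries within a group differed by more than sampling noise, with a mean chi-square per gene of 108 to 589. The 5 lanes mix the groups, but no lane holds 2 libraries of each of 2 compared groups. No comparison could therefore be made within a lane, and lane was instead fitted as a term. Libraries of tumor mouse blood lie in lanes 1 and 4, of the brain in lanes 1, 2 and 3 and of the tumor in lanes 2, 3 and 5. Lane and group are thus partly confounded. A call lost with lane as a term can reflect lost information and does not show an effect of the lane.

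The 28762 of 51912 genes with a count in at least 1 library were tested. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test in 1 model over the 20 libraries, with Benjamini-Hochberg adjustment. A gene was called higher or lower at an adjusted p under 0.05 and an absolute log2 fold change of at least 2, after the thresholds in the paper's methods. The members of 37 gene lists, fixed before the data were examined, were counted at an adjusted p under 0.05 with no fold threshold, and each list was tested with camera. Levels are CPM, counts scaled to the size of the library after TMM. A fold against a group without a count is given as a lower bound against 3 counts over the group, and against 1 to 3 counts as a ratio with its exact 95% counting interval. These bounds and intervals cover counting error only, because PCR reads without molecular identifiers are not independent molecules.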

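Circulating neutrophils of tumor mice had 174 genes higher and 246 lower than those of sham mice. Nos2, which encodes inducible nitric oxide synthase (mm10, chromosome 11 from 78920787 to 78960254), rose from 0.0290 ± 0.0336 to 87.9 ± 49.7 CPM (SD, n = 4). This is a log2 fold change of 11.41 (standard error 0.78, adjusted p = 3.30e-08, edgeR). Lipg, the gene of endothelial lipase, rose to 139 ± 71.8 CPM (log2 fold change 11.11, standard error 0.99, adjusted p = 1.02e-06, edgeR). The acute-phase gene Saa3 rose to 109 ± 109 CPM (log2 fold change 8.04, standard error 1.03, adjusted p = 6.68e-05, edgeR). Cd83, an activation marker of dendritic cells and B cells, fell from 32.9 ± 7.50 to 0.414 ± 0.728 CPM (log2 fold change -6.31, standard error 1.05, adjusted p = 0.000963, edgeR).

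Of 11 genes of MHC class II antigen presentation, 10 fell and none rose (10 fell when adjusted over the list alone). Cd74, the class II invariant chain, fell from 2089 ± 641 to 303 ± 125 CPM. Camera gave adjusted p = 6.01e-15 for the list, and adjusted p = 0.0348 with an estimated correlation. B cell markers moved with these genes. Of 17 of them 9 fell (15 adjusted over the list alone), and their summed level was 2124 ± 701 CPM in sham mice and 141 ± 41.0 CPM in tumor mice. The camera result for B cells was adjusted p = 5.61e-13, and adjusted p = 0.0695 with an estimated correlation. Of 14 monocyte markers 6 fell (9 adjusted over the list alone), with camera adjusted p = 1.68e-07, and adjusted p = 0.0440 with an estimated correlation. Of 20 secondary and tertiary granule protein genes 8 rose and 1 fell (12 and 3 adjusted over the list alone). For these, camera gave adjusted p = 9.24e-06, and adjusted p = 0.165 with an estimated correlation.

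Genes called between the 2 blood groups were left out of the brain-specific set. They were 4 of the 57 genes higher in all 3 brain comparisons and 5 of the 27 lower ones, H2-Ab1 and Tnfrsf13c among the latter. DESeq2 called 359 genes higher and 748 lower in tumor mice. Without replicate 3 of tumor mouse blood, edgeR called 153 lower.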

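The brain-specific set held 53 genes higher and 22 lower in brain-infiltrating neutrophils than in circulating neutrophils of tumor mice and in neutrophils of the tumor and the liver. Values against these 3 groups are given in that order. Apod, which encodes the lipid carrier apolipoprotein D (chromosome 16 from 31296192 to 31314808), reached 40.0 ± 12.2 CPM (SD, n = 4) in the brain against 0.306 ± 0.307, 0.0963 ± 0.184 and 0.0899 ± 0.0690 CPM. Its log2 fold changes were 7.02, 8.71 and 8.76 (standard errors 1.15, 1.24 and 1.25, adjusted p = 0.000641, 3.07e-05 and 0.000347, edgeR). Ackr1, an atypical chemokine receptor of venular endothelium and red cells, had 23.3 ± 17.7 CPM in the brain. It was at least 2040.0-fold higher there than in the tumor, where it had no count (adjusted p = 0.00111, 6.41e-05 and 0.00198, edgeR). Its exons overlap Cadm3, so the counting could have split their reads. Ly6c1, a Ly6 family gene of brain endothelium among other cells, had 79.1 ± 63.2 CPM in the brain (log2 fold changes 8.15, 5.01 and 7.66, adjusted p = 0.000276, 0.00150 and 0.000831, edgeR). Its close paralog Ly6c2 may share reads with it. Among the lower genes, Klrk1, which encodes the NK and T cell receptor NKG2D, had no count in the brain. It was at least 77.5-, 64.8- and 58.2-fold lower there (adjusted p = 0.00324, 0.00102 and 0.00700, edgeR), and with only the compared groups in the fit it lost its calls against the tumor and the liver (adjusted p = 1.63e-07 to 0.0594 and 2.74e-06 to 0.0691 over the 30 alternatives).

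Markers of other cell types differed between the same groups. Of 20 brain endothelium markers 16, 6 and 7 were higher and 0, 1 and 0 lower in the brain (18, 8 and 13 higher adjusted over the list alone). Their summed level was 1063 ± 387 CPM in the brain, 387 ± 39.7 in circulating neutrophils of tumor mice, 1192 ± 106 in the tumor and 550.2 ± 61.3 in the liver. Of 16 microglia markers 13, 3 and 9 were higher (13, 3 and 10 adjusted over the list alone). They summed to 2751 ± 1824 CPM in the brain and 1325 ± 45.7, 3678 ± 757 and 1836 ± 316 in the other groups.

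With DESeq2 the brain-specific set held 103 higher and 111 lower genes, and with lane as a term 21 and 30. It held 27 and 19 without brain replicate 4, 47 and 53 without brain replicate 3, and 32, 31 and 31 higher genes without liver replicate 1, 3 or 4.

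**Figure D1:**
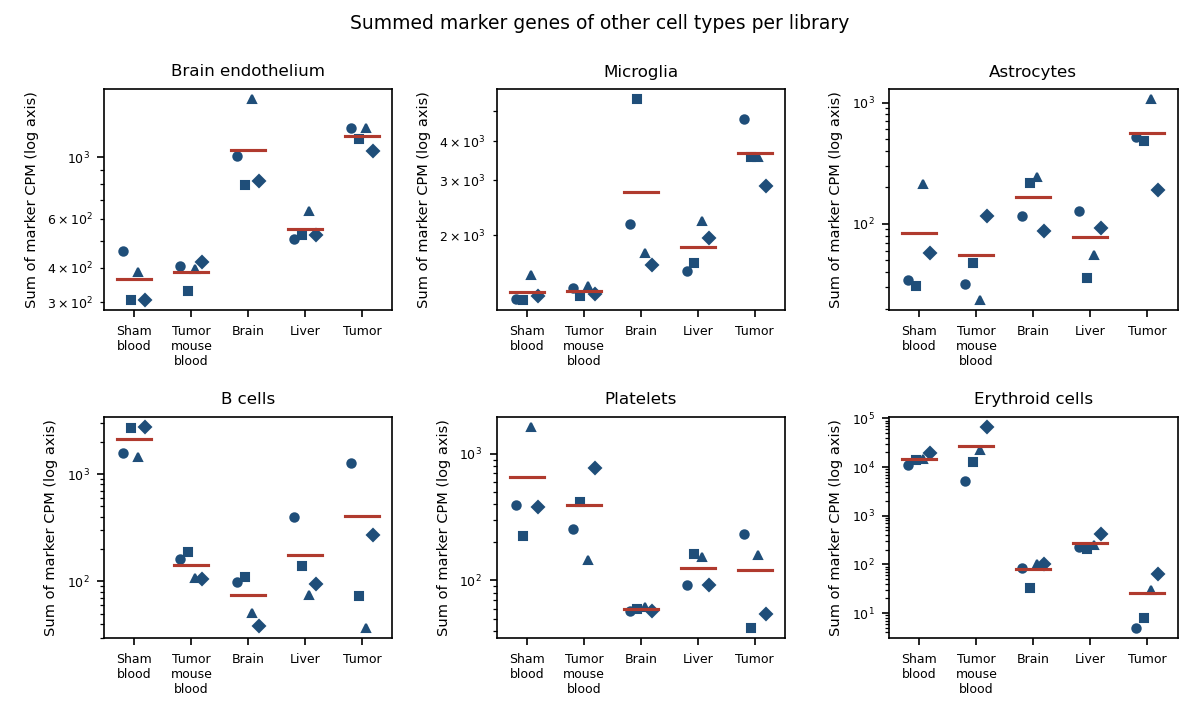
Summed level of the marker genes of brain endothelium, microglia, astrocytes, B cells, platelets and erythroid cells (CPM after TMM, log axis) in each library of the 5 groups. Each of the 4 marker shapes stands for a library of a group and the red bar for the mean of the 4. B cell markers are highest in sham blood, and platelet and erythroid markers are higher in both blood groups than in the brain.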

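The brain-specific higher genes included markers of other brain cells, neutrophil granule protein genes and solute carriers. Of the 53, 13 were markers of choroid plexus, astrocytes, endothelium, pericytes, oligodendrocytes, neurons or microglia, where 0.394 were expected among the 11025 genes at their level in the brain. The odds ratio was 51.2 (95% interval 24.0 to 103, adjusted p = 2.57e-15, two-sided Fisher's exact test). This is 1 of 49 such tests, which were chosen after the genes were known and adjusted together. Secondary and tertiary granule proteins took 4 (Camp, Ngp, Ltf and Itgb2l; adjusted p = 1.78e-05, same exact test) and genes of neutrophil precursors 4 (Camp, Ngp, Ltf and Cebpe; adjusted p = 1.71e-05). Solute carriers took 6 of the 53 and Na/K ATPase subunits 2 (adjusted p = 0.00235 and 0.00339, same exact test). Of the 22 lower genes, 4 were markers of B cells, T cells, NK cells or platelets (Blk, Lck, Klrk1 and Ppbp), where 0.0609 were expected. The odds ratio was 89.4 (95% interval 20.9 to 292, adjusted p = 4.27e-06, same exact test). With only the compared groups in the fit, Blk lost its calls against the tumor and the liver and Lck those against circulating neutrophils and the tumor, and Blk lost that against the tumor also with lane as a term or without tumor replicate 3 (adjusted p = 0.00205 to 0.484 and 9.05e-07 to 0.0916 for Blk and 1.35e-06 to 0.0839 and 8.82e-06 to 0.0641 for Lck over the alternatives, edgeR and DESeq2). The interferon-inducible Ifi200 family held 2 of the lower genes (Ifi205 and Ifi209; adjusted p = 0.00104, same exact test). The Gene Ontology annotation was not used here, so the paper's terms were not tested.

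Interferon-gamma response genes were lower in brain-infiltrating neutrophils than in tumor neutrophils for 19 of 27 members and higher for 1 (21 and 1 adjusted over the list alone). Against circulating neutrophils of tumor mice 5 were lower and against liver neutrophils 6, with none higher (10 and 17 lower adjusted over the list alone). Camera gave adjusted p = 2.30e-07, 1.95e-09 and 1.80e-14 against circulating, tumor and liver neutrophils, and adjusted p = 0.119, 0.0813 and 0.0348 with an estimated correlation. Cd274, which encodes the checkpoint ligand PD-L1, had 25.8 ± 10.0 CPM (SD, n = 4) in the brain and 405 ± 62.7 in the tumor (log2 fold change -3.97, standard error 0.37, adjusted p = 1.62e-07, edgeR). Its 31.1 ± 8.18 CPM in circulating neutrophils of tumor mice did not differ past the test from the brain (adjusted p = 0.717, edgeR). The chemokine gene Cxcl10 was lower than in the tumor by the same test (log2 fold change -6.09, standard error 0.87, adjusted p = 3.32e-05). Markers of other cell types also differed from the tumor. Tumor epithelium and acinar markers were lower in the brain for 16 of 17 and fibroblast markers for 7 of 12, with 0 higher (edgeR, unadjusted p under 0.05).

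Over the 37 lists camera called 16 up and 10 down against circulating neutrophils of tumor mice, 8 and 10 against the tumor, 11 and 19 against the liver, and 5 and 9 between the blood of tumor and sham mice. With an estimated correlation, those against circulating neutrophils were brain endothelium, pericytes, microglia, cytokines and neutrophil precursor genes up and platelets and erythroid cells down. Against the tumor, granule and secretion genes stayed up and cytokines, hypoxia genes and tumor epithelium down. Against the liver, brain endothelium and pericytes stayed up, and cytokines, chemokine receptors, MHC class II, interferon-gamma response, the Ifi200 family and hepatocyte markers down. Between the blood of tumor and sham mice, MHC class II, the Ifi200 family and monocyte markers stayed down.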

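The secondary granule protein genes Ngp, Camp and Ltf were higher in brain-infiltrating neutrophils than in each other group of tumor mice. Ngp, a cathelicidin-related granule protein (chromosome 9 from 110419747 to 110423012), reached 23402 ± 9783 CPM (SD, n = 4) in the brain. It had 1994 ± 669 CPM in circulating neutrophils of tumor mice, 134 ± 73.3 in the tumor and 2916 ± 1216 in the liver. Its log2 fold changes against them were 3.55, 7.45 and 3.00 (standard errors 0.57, 0.68 and 0.55, adjusted p = 0.000527, 1.56e-07 and 0.00365, edgeR). Camp, the antimicrobial peptide cathelicidin (chromosome 9 from 109847379 to 109849617), had 1513 ± 833 CPM in the brain and 77.8 ± 37.9, 4.88 ± 0.724 and 118 ± 64.8 in the same order (adjusted p = 0.000106, 6.90e-08 and 0.000852, edgeR). Ltf, the iron-binding lactoferrin (chromosome 9 from 111019271 to 111042767), had 7491 ± 2566 CPM in the brain (log2 fold changes 3.40, 6.21 and 2.73, adjusted p = 0.00160, 1.61e-06 and 0.0132, edgeR). The Ltf call against the liver was lost without liver replicate 3 or 4 (adjusted p = 9.63e-05 to 0.0565 over the 30 alternatives). Cebpe, a transcription factor of granulocyte maturation, had 59.0 ± 21.5 CPM in the brain (log2 fold changes 2.33, 2.55 and 2.34, adjusted p = 0.000269, 1.95e-05 and 0.000545, edgeR).

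Of 20 secondary and tertiary granule protein genes 6, 17 and 8 were higher and 0, 1 and 1 lower in the brain than in circulating, tumor and liver neutrophils (9, 17 and 15 higher adjusted over the list alone). Camera gave adjusted p = 9.24e-06, 3.96e-19 and 2.05e-10, and adjusted p = 0.175, 0.0210 and 0.0601 with an estimated correlation. Of 20 neutrophil precursor genes, Ngp, Camp and Ltf among them, 6, 9 and 6 were higher and 1, 2 and 0 lower (11, 14 and 9 higher adjusted over the list alone). Their camera values were adjusted p = 1.87e-06, 8.63e-05 and 3.19e-05, and adjusted p = 0.0493, 0.0752 and 0.0654 with an estimated correlation. Of 20 cell cycle genes 8 were higher than in circulating neutrophils (17 adjusted over the list alone), and against the tumor 1 was higher and 1 lower. Cell cycle genes had camera adjusted p = 8.47e-13 and 0.439 in these comparisons, and adjusted p = 0.0576 and 0.848 with an estimated correlation. Of 20 genes of granule secretion and NET formation 2, 13 and 4 were higher and 1, 0 and 0 lower (4, 16 and 7 higher adjusted over the list alone). For them camera gave adjusted p = 0.749, 2.13e-15 and 8.09e-05, and adjusted p = 0.899, 0.0108 and 0.133 with an estimated correlation. Padi4, the histone citrullinating enzyme of NET formation, had 718 ± 180.5 CPM in the brain and 29.2 ± 9.01 in the tumor (log2 fold change 4.62, adjusted p = 3.09e-08, edgeR). In circulating neutrophils it had 483 ± 207 CPM (adjusted p = 0.291, edgeR). Neutrophil genes at large were lower in the tumor libraries. Of 20 neutrophil identity genes 18 were higher in the brain than in the tumor and 0 lower (edgeR, unadjusted p under 0.05). The sorted marker Ly6g had 363 ± 102 CPM in the brain and 6.65 ± 5.55 in the tumor. The comparison with the tumor therefore does not set granule and NET genes apart from neutrophil RNA as a whole.

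Ttr, the thyroxine carrier transthyretin, which the choroid plexus secretes in the brain (chromosome 18 from 20665280 to 20674321), had log2 fold changes of 11.04, 9.74 and 9.15 (standard errors 1.37, 1.28 and 1.25, adjusted p = 2.70e-05, 1.14e-05 and 0.000229, edgeR). Its level was 18.3, 83.4, 1647 and 108 CPM in brain replicates 2, 3, 4 and 5 and at most 0.805 ± 1.03 CPM in the other groups of tumor mice. In the same libraries 4, 8 and 3 of 15 choroid plexus markers, Ttr among them, were higher than in circulating, tumor and liver neutrophils (10, 10 and 10 adjusted over the list alone). Serpinb1a, an inhibitor of neutrophil proteases, had 631 ± 203 CPM in the brain and 125 ± 40.2, 129 ± 44.0 and 119.7 ± 37.7 elsewhere (adjusted p = 0.000880, 0.000233 and 0.00143, edgeR). With lane as a term, its fold against circulating neutrophils stayed under the threshold. Serpine2, the protease inhibitor nexin-1, had 90.2 ± 33.4 CPM (log2 fold changes 4.39, 4.58 and 5.87, adjusted p = 0.00432, 0.000838 and 0.00123, edgeR).

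Myrip, a linker of Rab27 vesicles to myosin, had 2137 counts over the brain libraries and none in the other groups of tumor mice. It was at least 702-, 1007- and 709-fold higher in the brain (adjusted p = 0.00114, 0.000196 and 0.00197, edgeR). Its call against circulating neutrophils was lost with lane as a term (adjusted p = 9.08e-12 to 0.0648 over the alternatives). Syt15, a synaptotagmin gene, was at least 194-, 279- and 196-fold higher (adjusted p = 0.0219, 0.00662 and 0.0340, edgeR). All 3 Syt15 calls were lost with lane as a term, and also with the replicate number as a block. The call against the liver was also lost with no filter and without brain replicate 3, 4 or 5 or any 1 liver library, that against the tumor without tumor replicates 1 and 3, and that against circulating neutrophils without their replicate 1 or brain replicate 3 or 4 (adjusted p = 0.00365 to 0.149, 0.00156 to 0.0795 and 0.00539 to 0.220 against circulating, tumor and liver neutrophils over the alternatives). Elane, the azurophil granule gene of neutrophil elastase, did not pass in any of the 3 comparisons (adjusted p = 0.0812, 0.0638 and 0.142, edgeR). It had 10.1 ± 8.15 CPM in the brain, with 22.3 in replicate 3, and 0.325 ± 0.622, 0.490 ± 0.198 and 0.405 ± 0.254 in the other groups. With DESeq2, with and without shrunken fold changes (betaPrior), Elane passed in all 3 comparisons, against the tumor and the liver also with only the compared groups in the fit, and against the tumor with lane as a term. Without replicate 3 of tumor mouse blood or replicate 2 of sham blood it passed against circulating and tumor neutrophils, and against the latter also without replicate 4 of tumor mouse blood (adjusted p = 0.00189 to 0.286, 0.00232 to 0.277 and 0.00532 to 0.343 over the alternatives). Adamts5, Dnm3 and Syt5 had 1.76 ± 1.93, 1.80 ± 1.58 and 0.736 ± 1.44 CPM in the brain and did not pass against the tumor or the liver with edgeR. DESeq2, with and without betaPrior, called Adamts5 and Dnm3 there, and Dnm3 also against circulating neutrophils, where edgeR called it only without their replicate 1 (adjusted p = 0.00607 to 0.319 and 0.00464 to 0.380 for Adamts5 and 0.0204 to 0.586 and 0.00149 to 0.388 for Dnm3 over the alternatives, and 0.0194 to 0.622 for Dnm3 against circulating neutrophils) and did not call Syt5. Adamts5 passed against circulating neutrophils (adjusted p = 0.0482, edgeR), a call lost with no filter, only the compared groups or lane as a term, and without any 1 library of tumor mouse blood, brain replicate 3, 4 or 5, tumor replicate 3 or 5 or replicate 3 of sham blood (adjusted p = 0.00311 to 0.534 over the alternatives). Syt5 was mostly in replicate 3, with 2.90 CPM, and Dnm3 overlaps other genes on both strands.

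**Figure D2:**
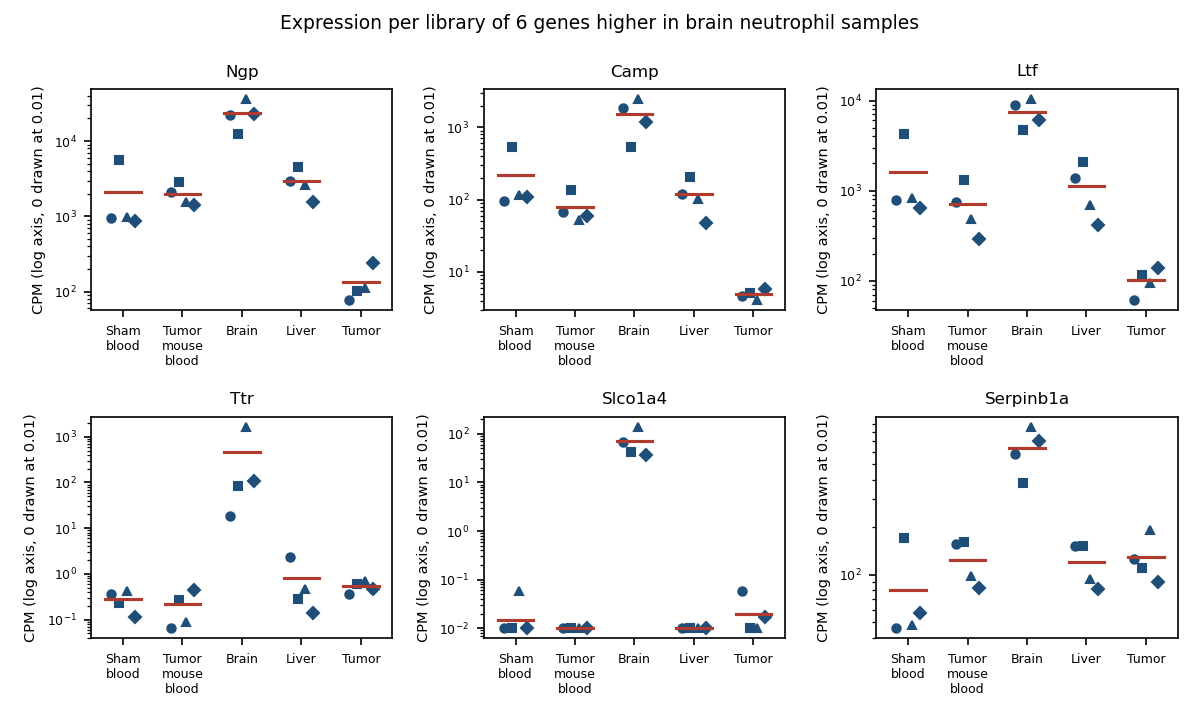
Level of Ngp, Camp, Ltf, Ttr, Slco1a4 and Serpinb1a (CPM after TMM, log axis, a count of 0 drawn at 0.01) in each library of the 5 groups. Each of the 4 marker shapes stands for a library of a group and the red bar for the mean of the 4. The brain libraries lie above every library of the tumor, the liver and tumor mouse blood for each gene, with Ttr spread from 18.3 to 1647 CPM between them.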

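Several solute carrier genes were detected almost only in the brain libraries. Slco1a4, an organic anion transporter of the blood-brain barrier (chromosome 6 from 141805440 to 141856199), reached 71.6 ± 47.2 CPM (SD, n = 4) in the brain. It was at least 4425- and 4475-fold higher than in circulating and liver neutrophils of tumor mice, where it had no count. Against the tumor its log2 fold change was 11.72 (standard error 1.01), and the adjusted p was 3.18e-06, 8.23e-07 and 2.21e-05 against circulating, tumor and liver neutrophils (edgeR). Slco1c1, a thyroid hormone transporter of brain endothelium, had 7.15 ± 2.26 CPM in the brain (adjusted p = 0.00160, 0.000162 and 0.00183, edgeR). Its ratio to circulating neutrophils was 1338 (95% counting interval 239.8 to 52901), and it was at least 641- and 451-fold higher than in the tumor and the liver. Slc17a9, the vesicular nucleotide transporter, had 53.7 ± 17.7 CPM in the brain and 8.88 ± 3.44, 4.05 ± 2.00 and 8.04 ± 3.46 elsewhere (adjusted p = 0.00111, 6.99e-06 and 0.00141, edgeR). With lane as a term, Slco1c1 and Slc17a9 lost their call against circulating neutrophils (adjusted p = 3.57e-15 to 0.0639 and 8.34e-08 to 0.0651 over the 30 alternatives).

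Slc1a3, the glial glutamate transporter, had 10.5 ± 9.23 CPM in the brain (adjusted p = 0.00524, 0.0269 and 0.0195, edgeR). Its call was lost against the tumor without brain replicate 3 or tumor replicate 2, 3 or 5, and against the liver without brain replicate 3 or liver replicate 1, 2 or 4 (adjusted p = 0.000768 to 0.301 and 3.08e-06 to 0.132 over the alternatives). With lane as a term it was lost against circulating and tumor neutrophils. Slc38a3 had 4.69 ± 2.49 CPM in the brain and did not pass against the tumor (adjusted p = 0.0580, edgeR) and passed with DESeq2, with and without betaPrior, a filter on low counts or without tumor replicate 3 (adjusted p = 0.00351 to 0.195 over the alternatives). Its calls against circulating neutrophils and the liver were lost with lane as a term and without replicate 1 or 3 of tumor mouse blood, and that against the liver also with no filter and without replicate 2 of tumor mouse blood or any 1 brain or liver library (adjusted p = 1.09e-05 to 0.267 and 0.000129 to 0.203 over the alternatives). Slc13a4 was found mainly in brain replicate 4, with 12.2 CPM, and did not pass against the liver (adjusted p = 0.0923, edgeR) except with DESeq2, with and without betaPrior. Its calls against circulating and tumor neutrophils were lost with lane as a term and without brain replicate 4, the first also with no filter, only the compared groups or any 1 library of tumor mouse blood left out, and the second without tumor replicate 1 (adjusted p = 0.00107 to 0.583, 0.000542 to 0.775 and 0.00314 to 1.00 against circulating, tumor and liver neutrophils over the alternatives). Of 353 measured solute carriers 33, 50 and 14 were higher and 12, 26 and 9 lower in the brain than in circulating, tumor and liver neutrophils. Adjusted over the list alone, 53, 62 and 21 were higher and 21, 32 and 12 lower. Solute carriers had camera adjusted p = 0.227, 0.681 and 0.842, and adjusted p = 0.678, 0.886 and 0.935 with an estimated correlation. Among the 53 brain-specific higher genes 6 were solute carriers (Slco1a4, Slco1c1, Slc17a9, Slc1a3, Slc4a10 and Slc22a17), where 0.966 were expected (odds ratio 7.05, 95% interval 2.43 to 16.8, Fisher's exact test).

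Atp1b2, the gene of the beta 2 subunit of the Na/K ATPase, had 8.90 ± 2.39 CPM in the brain (log2 fold changes 8.54, 4.76 and 5.46, adjusted p = 0.00216, 0.0146 and 0.0311, edgeR). Its call was lost against the liver with no filter and without brain replicate 2 or 4 or liver replicate 1, 2 or 3 (adjusted p = 8.28e-06 to 0.116 over the alternatives), and against the tumor without tumor replicate 1 (adjusted p = 3.90e-05 to 0.120). The calcium pump gene Atp2b2 had 2.75 ± 3.72 CPM in the brain and did not pass with edgeR (adjusted p = 0.132, 0.117 and 0.154). With DESeq2, with and without betaPrior, it passed in all 3 comparisons (adjusted p = 0.00440 to 0.869, 0.00915 to 0.670 and 0.00309 to 0.925 over the alternatives).

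Of 14 Na/K ATPase genes 3, 5 and 2 were higher and 1, 2 and 2 lower than in circulating, tumor and liver neutrophils (5, 5 and 3 higher adjusted over the list alone). Their camera values were adjusted p = 0.749, 0.842 and 0.951, and adjusted p = 0.848, 0.886 and 0.97 with an estimated correlation. Against the liver the median log2 fold change of these genes was -0.03 and their mean 1.39, while camera's direction was down. The brain-specific higher genes held 2 Na/K ATPase genes, Atp1b2 among them, where 0.0385 were expected (odds ratio 71.3, 95% interval 6.89 to 410.1, Fisher's exact test). Slco1a4 and Slco1c1 are also on the list of brain endothelium markers, and Slc1a3 on that of astrocyte markers. Of the 18 astrocyte markers 6, 8 and 5 were higher in the brain (15, 11 and 9 adjusted over the list alone). They summed to 166 ± 75.3 CPM there and to 55.0 ± 42.3, 565 ± 367 and 77.7 ± 40.2 in circulating, tumor and liver neutrophils.

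Of 22 glycolysis genes 2 were higher in the brain than in circulating neutrophils of tumor mice, while 10 were lower and 4 higher than in the tumor. Adjusted over the list alone, 5 were higher in the first and 10 lower in the second comparison. Glycolysis had camera adjusted p = 0.0175 and 0.0122, and adjusted p = 0.333 and 0.327 with an estimated correlation. Ldha, lactate dehydrogenase A, had 1077 ± 143 CPM in the brain, 999.6 ± 48.2 in circulating neutrophils (adjusted p = 0.83, edgeR) and 1926 ± 225 in the tumor (adjusted p = 0.00130). Of 23 hypoxia genes 14 were lower and 1 higher than in the tumor (16 and 1 adjusted over the list alone, camera adjusted p = 1.35e-10, and adjusted p = 0.0171 with an estimated correlation). Markers of other cell types differed between the same libraries. Tumor epithelium and acinar markers summed to 2413 ± 1060.1 CPM in the tumor libraries and 32.2 ± 12.5 in the brain, and fibroblast markers to 899 ± 858 and 150.3 ± 51.4. Vegfa, a growth factor for vessels, had 52.8 ± 7.51 CPM in the brain and 640.1 ± 117 in the tumor (log2 fold change -3.60, standard error 0.28, adjusted p = 3.09e-08, edgeR).

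Of 89 genes of oxidative phosphorylation 4, 4 and 0 were higher and 0, 11 and 0 lower than in circulating, tumor and liver neutrophils by edgeR. Adjusted over the list alone, 4, 5 and 0 were higher and 0, 12 and 0 lower. Against the liver 7 were higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 4 higher and 0 lower. By camera the adjusted p of this list was 0.00771, 0.0703 and 0.0473, and adjusted p = 0.699, 0.822 and 0.802 with an estimated correlation. With lane as a term its direction turned against circulating and liver neutrophils (adjusted p = 0.0727 and 0.400). Of 9 mitochondrially encoded genes 6 were higher than in circulating neutrophils (7 adjusted over the list alone), and none passed against the tumor or the liver by edgeR. At an unadjusted p under 0.05 none differed from the tumor and 4 were lower than in the liver. DESeq2 called 2 lower than in the liver and none against the tumor.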

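Ppbp, H2-Ab1, Pdlim1, Ifi205 and Ifi209 were lower in brain-infiltrating neutrophils than in each other group of tumor mice. With the replicate number as a block, H2-Ab1, Pdlim1 and Ifi205 were not called against circulating neutrophils, and Pdlim1 not against the liver. Ppbp, the platelet chemokine CXCL7 (chromosome 5 from 90768518 to 90770063), had 0.279 ± 0.516 CPM (SD, n = 4) in the brain, mostly from replicate 2 with 1.05. It had 56.8 ± 34.8, 8.89 ± 7.69 and 10.5 ± 4.60 CPM in circulating neutrophils of tumor mice, the tumor and the liver (log2 fold changes -7.69, -5.02 and -5.25, standard errors 1.18, 1.08 and 1.08, adjusted p = 0.000369, 0.00205 and 0.00883, edgeR). The Ppbp call was lost against the tumor without tumor replicates 1 and 3 and against the liver without brain replicates 3 and 4 (adjusted p = 4.13e-06 to 0.0772 and 1.54e-05 to 0.111 over the 30 alternatives). H2-Ab1, the MHC class II beta chain (chromosome 17 from 34257689 to 34269419), had 22.2 ± 8.73 CPM in the brain and 92.3 ± 46.4, 1015 ± 576 and 386 ± 79.0 in the same order (adjusted p = 0.00539, 1.22e-07 and 5.39e-05, edgeR). It was also lower in the blood of tumor mice than of sham mice (log2 fold change -2.53, adjusted p = 0.00132, edgeR). With DESeq2 and betaPrior, and without replicate 3 or 4 of tumor mouse blood or brain replicate 5, the H2-Ab1 fold against circulating neutrophils was under the threshold (adjusted p = 8.47e-05 to 0.0401 over the alternatives). Pdlim1, a cytoskeletal adaptor, had 1.81 ± 0.450 CPM in the brain and 8.23 ± 5.04, 62.7 ± 29.1 and 12.0 ± 7.08 elsewhere (adjusted p = 0.0194, 3.53e-06 and 0.00704, edgeR). With only the compared groups in the fit, and without brain replicate 4 or replicate 4 of tumor mouse blood, the Pdlim1 call against circulating neutrophils was lost, and without brain replicates 3 and 4 also that against the liver (adjusted p = 0.00121 to 0.157 and 4.49e-05 to 0.0884 over the alternatives).

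The Ifi200 family holds interferon-inducible DNA sensors on chromosome 1, whose near-identical copies may share reads. Ifi209 had 1.05 ± 1.93 CPM in the brain, with 3.95 in replicate 3, and 11.9 ± 6.73, 34.6 ± 13.6 and 32.8 ± 18.2 in circulating, tumor and liver neutrophils (adjusted p = 0.0231, 0.000630 and 0.00471, edgeR). Ifi205 had log2 fold changes of -5.43, -8.79 and -8.10 (standard errors 1.32, 1.48 and 1.44, adjusted p = 0.0172, 0.000186 and 0.00263, edgeR). With only the compared groups in the fit or without brain replicate 4 both calls against circulating neutrophils were lost, as was that of Ifi205 without replicate 4 of tumor mouse blood and that of Ifi209 without its replicate 3 or brain replicate 5 (adjusted p = 0.000174 to 0.172 and 4.56e-06 to 0.149 over the alternatives). Ifi203 did not pass against circulating neutrophils (adjusted p = 0.0713, edgeR). With DESeq2, or without their replicate 2 or brain replicate 2, it passed (adjusted p = 0.00578 to 0.414 over the alternatives). Of 12 measured Ifi200 family genes 2, 9 and 4 were lower and none higher (3, 10 and 9 lower adjusted over the list alone). For the family camera's adjusted p was 0.000610, 1.87e-06 and 1.27e-09, and adjusted p = 0.175, 0.0678 and 0.0322 with an estimated correlation. Of 30 type I interferon response genes 4, 10 and 0 were lower and 0, 2 and 0 higher by edgeR (9, 12 and 0 lower adjusted over the list alone). Against the liver 9 were lower and 1 higher at an unadjusted p under 0.05, and DESeq2 called 2 lower and 1 higher. This list had camera adjusted p = 3.74e-07, 0.00140 and 1.08e-05, and adjusted p = 0.239, 0.473 and 0.306 with an estimated correlation.

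Cd40, a costimulatory receptor, had 0.189 ± 0.364 CPM in the brain, with 0.735 in replicate 3 (adjusted p = 0.0889, 0.00168 and 0.0294, edgeR). It passed against circulating neutrophils with DESeq2, with and without betaPrior, and without brain replicate 3 or brain replicates 3 and 4. Its call against the liver was lost with no filter, with only the compared groups in the fit, and without brain replicate 2, 4 or 5 or liver replicate 1 (adjusted p = 0.000217 to 0.291 and 8.04e-05 to 0.141 over the alternatives). Trim10, an erythroid gene, had 1 count over the brain libraries, in replicate 2, a ratio to circulating neutrophils of 0.000561 (95% counting interval 1.42e-05 to 0.00313). Its adjusted p was 0.000423, 0.00176 and 0.0411 (edgeR), and its call against the liver was lost with no filter, only the compared groups or lane as a term, and without any 1 brain library or without liver replicate 2 or 3 (adjusted p = 0.00173 to 0.255 over the alternatives). Tnfrsf13c, the B cell receptor for BAFF, also had 1 count there, in replicate 2, and a ratio to circulating neutrophils of 0.00467 (95% counting interval 0.000118 to 0.0263). It was also lower in the blood of tumor than of sham mice (adjusted p = 0.0217, edgeR), a call lost with lane as a term and without replicate 2 or 4 of sham blood or 1, 3 or 4 of tumor mouse blood (adjusted p = 0.000115 to 0.0826 over the alternatives). Its call in the brain against the tumor was lost with only the compared groups in the fit and without tumor replicate 1 (adjusted p = 0.000687 to 0.450 over the alternatives), and those against all 3 groups without brain replicates 3 and 4. Of 11 MHC class II pathway genes 5, 8 and 7 were lower in the brain than in circulating, tumor and liver neutrophils and none was higher (5, 9 and 9 lower adjusted over the list alone). MHC class II genes had camera adjusted p = 0.000100, 9.08e-07 and 1.42e-13, and adjusted p = 0.221, 0.145 and 0.0403 with an estimated correlation.

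Markers of other blood cells differed alongside. Of 13 platelet markers 9, 2 and 5 were lower in the brain and 0, 2 and 0 higher (12, 3 and 7 lower adjusted over the list alone). They summed to 59.1 ± 1.80 CPM in the brain and 397 ± 273, 122 ± 90.0 and 125 ± 38.1 in circulating, tumor and liver neutrophils. Of 13 erythroid markers 10, 1 and 1 were lower and 0, 1 and 0 higher (11, 1 and 2 lower adjusted over the list alone), at 80.0 ± 32.4 CPM in the brain and 26695 ± 27696 in circulating neutrophils. The summed B cell markers stood at 74.2 ± 35.1 CPM in the brain, 409 ± 574 in the tumor and 177 ± 151 in the liver. Among 14 monocyte markers, 4, 7 and 8 were lower and 5, 5 and 2 higher than in circulating, tumor and liver neutrophils (edgeR, unadjusted p under 0.05).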

**Figure 7—figure supplement 3.**
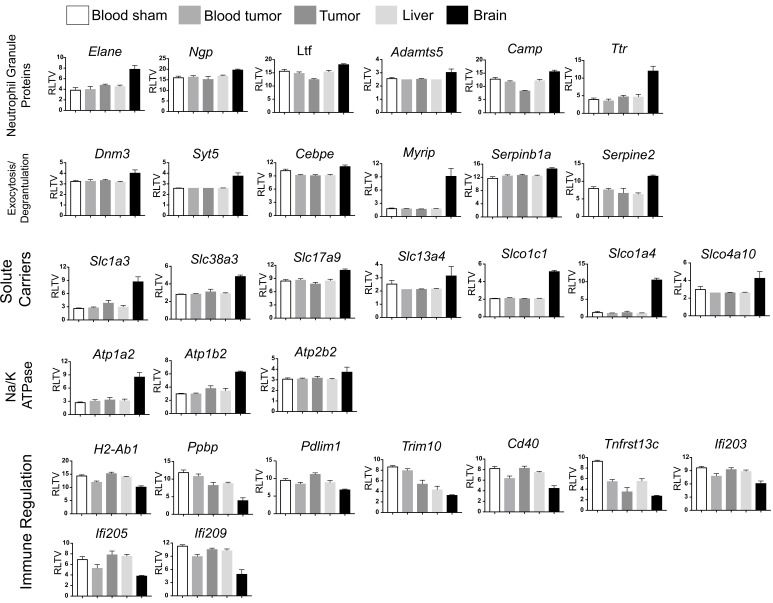
Expression of neutrophil ‘brain-specific’ transcripts. Normalized expression values of transcripts depicted in heatmap in Figure 7e. RLTV = regularized logarithm transformed value.

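On the deposited rlog scale, a log2 scale that shrinks low counts, the brain mean was the highest of the groups of tumor mice for 21 of the 22 genes the paper shows as upregulated and the lowest for all 9 of the 9 shown as downregulated. Each of the 4 brain libraries lay beyond each of the 12 libraries from tumor mouse blood, tumor and liver for 17 of the 22 genes and 4 of the 9. Ngp had an rlog value of 19.78 ± 0.60 (SD, n = 4) in the brain, 16.50 ± 0.46 in circulating neutrophils of tumor mice, 12.97 ± 0.60 in the tumor and 16.95 ± 0.57 in the liver. Ttr had 12.11 ± 2.54 in the brain and 3.64 ± 0.83, 4.92 ± 0.38 and 4.71 ± 1.42 in the same order, and Slco1a4 10.58 ± 0.86 in the brain and 1.33 ± 0.59 in the tumor. Elane stood at 7.86 ± 1.31 in the brain, 4.03 ± 1.02 in circulating neutrophils, 4.83 ± 0.30 in the tumor and 4.57 ± 0.45 in the liver. Syt5 was the exception among the upregulated genes, with 2.85 ± 0.48 in the brain and 2.91 ± 0.39 in the tumor. Of the downregulated genes, Ppbp had 3.98 ± 1.42 in the brain and 10.88 ± 1.13 in circulating neutrophils, and Ifi209 4.97 ± 1.92 against 9.01 ± 0.77. The tests of these genes on the counts are given with the genes above, and rlog values were not tested again.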

Since CCR2+ immune cells, particularly neutrophils, localized primarily to the VI, we hypothesized that there would be a decrease in immune cells in the VI in CCR2KO tumor animals. Indeed, we observed a dramatic decrease in both total CD45+ globoid and MPO+ immune cells in the VI in CCR2KO tumor mice compared to WT tumor mice (Figure 7D and E).

In agreement with our findings from pharmacologic inhibition of CCR2, we observed that CCR2KO mice had decreased anorexia during PDAC compared to WT tumor mice (Figure 7F). CCR2KO tumor mice also had attenuated muscle loss compared to WT tumor mice (Figure 7G). To determine whether the decreased muscle mass loss in CCR2KO mice was due to decreased muscle proteolysis, we assessed levels of transcripts key for muscle proteolysis in the gastrocnemius, including *Fbxo32* (*Mafbx)*, *Trim63 (Murf1)*, and *Foxo1*, which we previously showed are induced by CNS inflammation (Braun et al., 2011). We observed that, compared to WT tumor animals, CCR2KO tumor animals had decreased induction of *Murf1* and *Foxo1* (Figure 7H), confirming that there was decreased catabolic drive in CCR2KO tumor mice.

Since CCR2 deletion was not brain specific in the CCR2KO mice, we performed an extensive analysis of infiltrating immune cells in other organs (Figure 7—figure supplement 1). We observed minimal changes in immune cell composition in the blood, liver, and tumor in CCR2KO tumor mice compared to WT tumor mice. We only observed a decrease in circulating Ly6C^high^ monocytes in CCR2KO tumor mice (Figure 7—figure supplement 1G). When we assessed neutrophils in CCR2KO tumor mice in different organs as a percentage of those in WT tumor mice, we found the largest decrease to be in the brain and observed a slight increase in circulating neutrophils in CCR2KO tumor mice compared to WT tumor mice (Figure 7—figure supplement 1F and H), suggesting that the decrease in brain-infiltrating neutrophils was due to a homing defect rather than inability to mobilize from the bone marrow. Therefore, our data show that CCR2 is important for neutrophil recruitment specifically to the brain, and that the decrease in brain-infiltrating neutrophils was due to a homing defect, rather than inability to mobilize from the bone marrow.

Based on our data showing that CCR2 is a brain-specific chemotactic receptor for neutrophils during PDAC, we hypothesized that brain-infiltrating neutrophils are unique compared to neutrophils that infiltrate other organs. In order to characterize the phenotype of brain-infiltrating neutrophils during PDAC, we performed RNA sequencing (RNAseq) on FACS-sorted neutrophils from the blood, liver, tumor, and brain during PDAC at 10 d.p.i, as well as circulating neutrophils from sham animals (Figure 7—figure supplement 2A and F). 

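In a principal component analysis of the deposited rlog values of the 500 most variable genes, the genes that set the brain libraries apart on component 2 were led by Slco1a4, the venular chemokine receptor gene Ackr1, Ttr, Myrip, Fam107a, the pericyte gene Rgs5 and the choroid plexus gene Enpp2. At the other end of that component were the platelet gene Ppbp, Ifi209, Gpr171 and the platelet tubulin Tubb1. Component 1 ran from keratin genes (Krt19, Krt18 and Krt8) and the cytokine gene Il1a at the tumor end to erythroid genes (Alas2 and Hbb-bs) at the blood end. The first component held 60.2% of the variance and the second 15.8%.

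The mean distance over all components between brain libraries was 44.8, and between libraries of the same group it was 31.1 in sham blood, 31.6 in tumor mouse blood, 47.5 in the liver and 48.8 in the tumor. Brain libraries lay on average 85.0 from those of tumor mouse blood, 77.1 from the liver, 109 from the tumor and 93.1 from sham blood. In each of these 4 comparisons the true grouping gave the largest ratio of between-group to within-group distance of all 35 splits of the 8 libraries. The p was 0.0286 (exact permutation test, one-sided), the smallest that 4 against 4 libraries allow and the same after adjustment over the 10 pairs of groups. The distance of a library to the mean of its group was 27.4 ± 1.26 (SD) in the brain, 19.0 ± 1.36 in sham blood and 19.4 ± 1.74 in tumor mouse blood. Each brain library lay farther from its group's mean than every library of either blood group (exact permutation test, two-sided, n = 4 each, p = 0.0286, the smallest that 4 against 4 libraries allow, and adjusted p = 0.0571 over the 4 comparisons for both). Beside the p-values of the other 2 comparisons no separation of 4 against 4 libraries could have passed this adjustment. Against the liver (29.2 ± 2.87) and the tumor (30.0 ± 4.46) the difference did not pass (same exact test, p = 0.371 and 0.314).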

Principal component analysis of individual samples based on the top 500 most varying transcripts revealed that brain-infiltrating neutrophils clustered tightly together, but were distinct from those in the liver, tumor, and blood (Figure 7—figure supplement 2B). Furthermore, we were able to identify over 100 transcripts that were differentially expressed in the brain-infiltrating neutrophils compared to those in the liver, tumor, and circulation (Figure 7—figure supplement 2C-E and Figure 7—figure supplement 3).

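Brain-infiltrating neutrophils had 767 genes higher and 115 lower than circulating neutrophils of tumor mice, 773 higher and 1098 lower than tumor neutrophils, and 145 higher and 254 lower than liver neutrophils (edgeR). Ly6g, the gene of the sorted surface protein, had 363 ± 102 CPM (SD, n = 4) in the brain and 6.65 ± 5.55 in the tumor (log2 fold change 5.77, standard error 0.59, adjusted p = 4.58e-07, edgeR), and 204 ± 82.4 and 129 ± 42.0 in circulating and liver neutrophils. S100a8 and S100a9, which encode the calprotectin subunits, had 14867 ± 4849 and 18102 ± 5733 CPM in the brain against 1261 ± 626 and 1661 ± 882 in the tumor (log2 fold changes 3.56 and 3.45, adjusted p = 2.23e-07 and 3.55e-07, edgeR). Of 20 neutrophil identity genes 17 were higher in the brain than in the tumor and none lower (18 higher adjusted over the list alone). Camera gave adjusted p = 3.24e-18 for them, and adjusted p = 0.0526 with an estimated correlation. Against circulating neutrophils 1 was higher and 2 were lower. In the tumor libraries, markers of tumor epithelium moved with this difference, 13 of 17 being lower in the brain (16 adjusted over the list alone, camera adjusted p = 8.88e-11, and adjusted p = 0.0108 with an estimated correlation).

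In all 3 comparisons 57 genes were higher and 27 lower in the brain. The 3 comparisons share the brain libraries. In 20 simulations of unchanged brain libraries no gene was called in all 3, but a mean of only 0, 0.05 and 0.05 genes was called in the single comparisons, so that the simulations give no measure of the overlap from shared libraries. Independent lists of the observed sizes would share 0.104 and 0.0388 genes. Circulating and tumor comparisons shared 111 higher and 40 lower genes (independent lists 20.6 and 4.39), circulating and liver comparisons 121 and 39 (3.87 and 1.02), and tumor and liver comparisons 69 and 195 (3.90 and 9.70). With different pairs of brain libraries in the 2 comparisons, 48 to 60, 33 to 58 and 19 to 44 higher genes were shared in the same order, and 15 to 24, 4 to 14 and 68 to 107 lower genes. DESeq2 called 1510 genes higher and 363 lower against circulating neutrophils and 464 and 570 against the liver, and lane as a term left 474 higher against circulating neutrophils. Without replicate 1 of tumor mouse blood 486 were higher against circulating neutrophils, and without brain replicate 4 or liver replicate 2, 3 or 4 76, 87, 73 and 84 were higher against the liver.

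The paper hypothesizes that brain-infiltrating neutrophils are unique compared with those that infiltrate other organs. From the separate cluster of the brain libraries and the transcripts that differ from all 3 other sites, it states that their transcriptional profile was distinct from that in the circulation, liver and tumor. From the higher solute carrier and Na/K ATPase genes it proposes that these cells are highly active metabolically.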

### Blockade of P2RX7 in the CNS prevents immune cell infiltration into the brain and attenuates cachexia during PDAC

To evaluate the effects of CNS inflammatory responses during PDAC independent of potential systemic effects, we treated mice with intracerebroventricular (ICV) oxidized ATP (oATP). This potently blocks purinergic receptor P2RX7 signaling on brain resident macrophages. Signaling through this receptor is key for neutrophil recruitment to the brain during neuroinflammation (Roth et al., 2014). Animals were surgically implanted with indwelling lateral ventricle cannulas, then inoculated IP with KPC cells 1 week later. Mice received daily ICV injections of either 500 ng oATP or vehicle (aCSF), starting 3 d.p.i. (Figure 8A). oATP treatment completely prevented both neutrophils and total CD45^high^ myeloid cells from infiltrating the brain (Figure 8B). There was a nonsignificant decrease in Ly6C^high^ monocytes in oATP-treated tumor mice (Figure 8B). Ly6C^low^ myeloid cells and T-cells were not affected (Figure 8—figure supplement 1C). Furthermore, ICV oATP treatment did not affect any circulating immune cell population (Figure 8—figure supplement 1D). When we investigated infiltrating immune cells in the VI, both CD45+ globoid cells and CD45+MPO+ neutrophils in the VI were greatly decreased in oATP-treated tumor animals compared to aCSF-treated tumor animals (Figure 8C and D). We also observed that oATP treatment attenuated anorexia in tumor mice (Figure 8E). There was trend toward increased gastrocnemius mass (p=0.09) in oATP-treated tumor mice compared to aCSF-treated tumor bearing mice (Figure 8F), which corresponded to a trend toward decreased induction of genes associated with proteolysis in gastrocnemius muscle (Figure 8—figure supplement 1A), demonstrating that muscle catabolism was moderately attenuated by oATP administration directly into the brain. Tumor size in oATP-treated tumor mice was identical to that of aCSF-treated tumor mice (Figure 8—figure supplement 1B).

**Figure 8.**
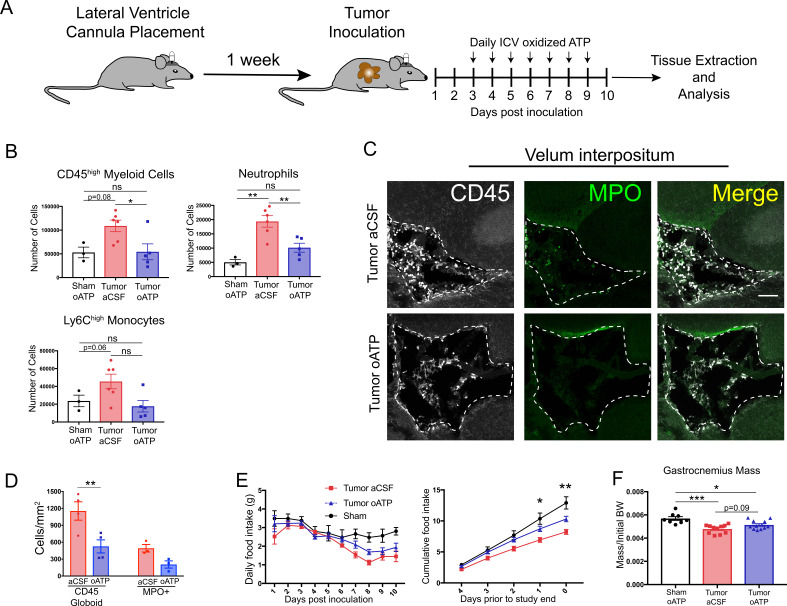
Intracerebroventricular administration of oxidized ATP prevents immune cell recruitment to the brain and attenuates anorexia during PDAC. (**A**) Diagram depicting workflow for lateral ventricle cannulation and ICV oATP treatment during PDAC. ICV = intracerebroventricular. (**B**) Quantification of immune cells isolated from whole brain homogenate. *p<0.05, **p<0.01, in Bonferroni *post hoc* analysis in two-way ANOVA. ns = not significant. *n* = 4–7/group. (**C**) Representative 20X confocal microscopy images of the VI from aCSF-treated and oATP-treated tumor animals. Dashed lines denote VI border. Scale bar = 100 µm. (**D**) Quantification of VI-infiltrating CD45+ globoid and MPO+ cells, comparing tumor aCSF to tumor oATP-treated animals. n = 3–4/group, 4 VI images per animal. **p<0.01, in Bonferroni *post hoc* analysis in one-way ANOVA. (**E**) Daily food intake (left) and cumulative food intake for the final 5 days of the study (right, starting when animals develop symptoms) *p<0.05, **p<0.01, comparing aCSF tumor vs. oATP tumor in Bonferroni *post hoc* analysis in two-way ANOVA. *n* = 8–12/group. Results consist of two independent experiments pooled (*n* = 4–7/group in each experiment). (**F**) Mass of dissected gastrocnemius, normalized to initial body weight, at 10 d.p.i. *P < 0.05, **P < 0.01, in Bonferroni post hoc analysis in two-way ANOVA. BW = body weight.

**Figure 8—figure supplement 1.**
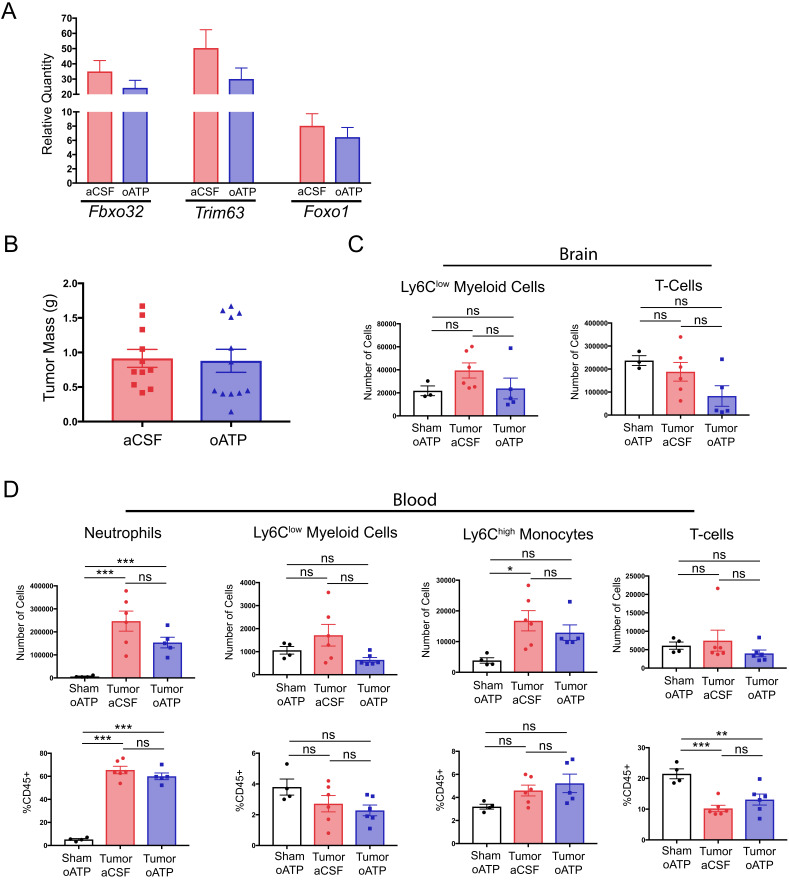
Intracerebroventricular antagonism of P2RX7 does not affect systemic inflammation or tumor size during PDAC. (**A**) qRT-PCR analysis of *Mafbx*, *Murf1*, and *Foxo1* from RNA extracted from gastrocnemii dissected at 8–10 d.p.i. Values normalized to those from sham oATP. *n* = 4–7/group. (**B**) Tumor mass from aCSF- and oATP-treated tumor-bearing mice, 8–10 d.p.i. *n* = 11–12/group. Results consist of two independent experiments pooled (*n* = 5–7/group in each experiment). (**C**) Quantification of immune cells isolated from whole brain homogenate. ns = not significant in Bonferroni *post hoc* analysis in two-way ANOVA. *n* = 4–7/group. (**D**) Flow cytometry of immune cells isolated from blood, per 200 µL of blood. *p<0.05, **p<0.01, ***p<0.001 in Bonferroni *post hoc* analysis in two-way ANOVA. ns = not significant. *n* = 4–6/group.

**Figure 8—figure supplement 2.**
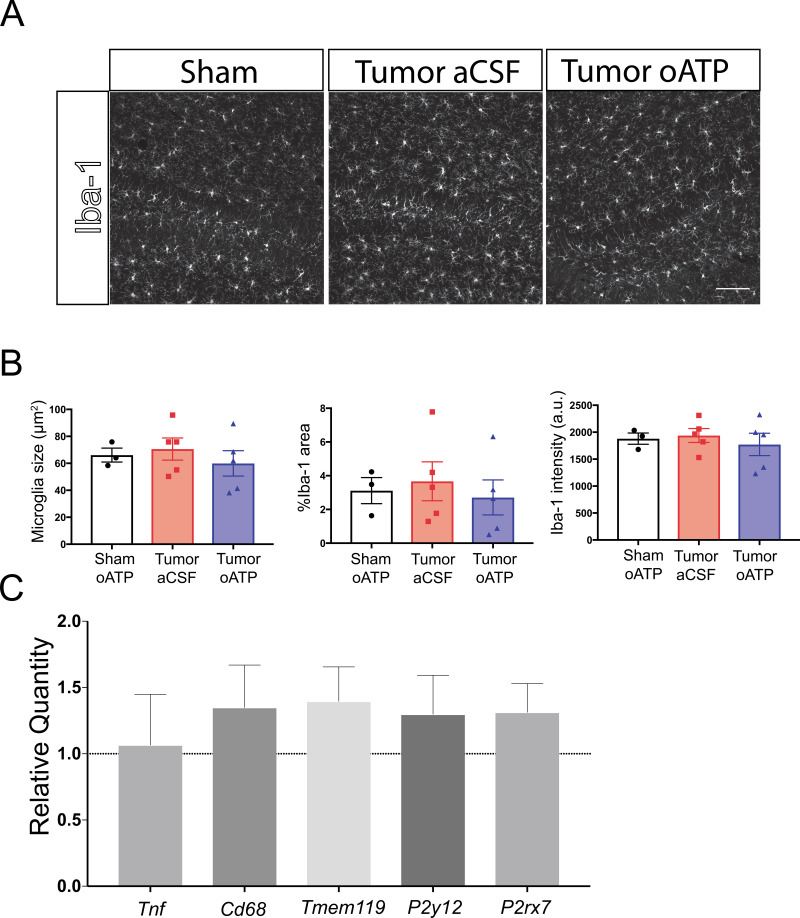
Intracerebroventricular administration of oxidized ATP does not affect microglia activation during PDAC. (**A**) Representative 20X images of Iba-1 immunofluorescence in the dentate gyrus, 10 d.p.i. Scale bar = 100 µm. (**B**) Quantification of microglia morphology in the dentate gyrus 10 d.p.i., showing mean microglia size (left), percent area covered by Iba-1 immunofluorescence (middle), and mean Iba-1 fluorescent intensity per microglia (right). a.u. = arbitrary units. *n* = 3–5/group. (**C**) qRT-PCR analysis of transcripts associated with microglia activation in the hippocampus. Values are compared those from oATP-treated tumor animals relative to aCSF-treated tumor animals, at 10 d.p.i. *n* = 7/group.

Since ICV oATP antagonizes P2RX7 on brain macrophages, we investigated its effect on microglia. To quantify activation state, we first assessed microglia morphology in the hippocampus. We did not observe any differences in microglia size, Iba-1 staining area, and Iba-1 intensity per cell when comparing aCSF- or oATP-treated tumor animals to oATP-treated sham animals or each other (Figure 8—figure supplement 2A and B). We also assessed microglia activation state by using qRT-PCR to quantify expression of transcripts associated with microglia activation in the hippocampus. We observed no differences in expression of *Tnf*, *Cd68*, *Tmem119*, *P2y12*, and *P2x7r* in oATP-treated tumor-bearing animals compared to aCSF-treated tumor-bearing animals (Figure 8—figure supplement 2C).

## Discussion

Several lines of investigation show that production of inflammatory mediators in the brain correlates strongly with CNS-mediated symptoms during cancer (Burfeind et al., 2018; Michaelis et al., 2017), yet the impact of neuroinflammation during malignancy is still not well understood. Our data show that in a mouse model of PDAC, myeloid cells, consisting predominately of neutrophils, infiltrate the brain, in a CCR2-dependent manner, where they drive anorexia and muscle catabolism. We observed that infiltrating immune cells accumulated specifically in a unique layer of meninges called the velum interpositum (VI), which is adjacent to the hippocampus and the habenula, the latter of which is important for appetite regulation and is associating with cachexia in humans (Maldonado et al., 2018). We observed robust *Ccl2* mRNA and protein expression, along with CCR2+ neutrophils, exclusively in this region. The VI is implicated as a key structure for initial immune infiltration during states of neuroinflammation such as EAE (Schmitt et al., 2012) and traumatic brain injury (Szmydynger-Chodobska et al., 2016). Indeed, the VI contains the pial microvessels that are a key aspect of the ‘gateway reflex’, a neuro-immune pathway that involves interactions between leukocytes and neurons involved in stress response (Tanaka et al., 2017) and is implicated in gastrointestinal dysfunction during EAE (Arima et al., 2017). While we observed myeloid cell infiltration throughout the VI, we also observed sporadic accumulation of neutrophils and other leukocytes around the same pial vessels involved in the gateway reflex (Arima et al., 2017) (data not shown, we were unable to quantify these cells due to the sporadic nature of cell infiltration). The role of the gateway reflex in feeding behavior is unknown. It is possible that, in our model of PDAC, brain infiltrating neutrophils were involved in generating anorexia and muscle catabolism via a neuro-immune circuit similar to the gateway reflex, involving inflammation generated in the VI, and possibly transmitted to the habenula, or other regions involved in appetite regulation.

The role and presence of infiltrating leukocytes in the CNS during systemic inflammation remain poorly understood. While previous reports show that neutrophils infiltrate the brain after septic doses of LPS or sepsis induced by cecal ligation (He et al., 2016), it is still unknown if they contribute to neurologic sequelae (anorexia, fatigue, cognition and memory deficits, etc.) during and after sepsis. A series of studies utilizing a mouse model of inflammatory liver disease showed that ‘sickness behaviors’ could be attenuated if myeloid cell recruitment to the brain was abrogated via any one of several different interventions, including: 1) administration of a P-selectin inhibitor (Kerfoot et al., 2006), 2) deleting *Ccr2* (D'Mello et al., 2009), and 3) inhibiting microglia activation with minocycline (D'Mello et al., 2013). However, unlike our study, these studies did not address many CNS-mediated signs and symptoms associated with chronic disease, including anorexia and muscle catabolism, instead using social interaction as their sole measure of sickness behaviors. They also did not address whether their interventions affected monocyte infiltration in other tissues. Therefore, our results, along with previous studies, implicate brain-infiltrating myeloid cells as key players in driving CNS-mediated signs and symptoms during inflammatory disease.

We were unable to deplete neutrophils, despite daily IP injections of high-dose anti-Ly6G antibody. This dosing regimen was previously thought to thoroughly deplete neutrophils (Daley et al., 2008; Reber et al., 2017). However, most studies used Ly6G labeling to verify depletion, which can result in incorrectly assuming that neutrophils are depleted. This issue was discussed in a recent study, which demonstrated that despite lack of Ly6G labeling, neutrophils are still present in conditions of immune activation and even increased in some compartments (Pollenus et al., 2019). In our PDAC model, this is problematic since there is massive neutrophil mobilization from the bone marrow. Moreover, previous studies demonstrated that PDAC reprograms macrophages, effectively impairing their phagocytic capabilities (Liu et al., 2019; Mantovani and Sica, 2010), Since macrophage phagocytosis was shown to be required for Ly6G antibody-mediated neutrophil depletion (Bruhn et al., 2016), this may explain why the Ly6G antibody bound to neutrophils, but they were not depleted.

We observed a decrease in total number of lymphocytes in the brain starting at 5 d.p.i., which persisted throughout the course of PDAC. This was driven by a decrease in B-cells and CD4+ T-cells. We chose not pursue this further as the purpose of this series of studies was to investigate infiltrating immune cells in the brain. However, with the recent discovery of the meningeal lymphatics and immune surveillance in the brain (Louveau et al., 2018), the role of lymphocytes in brain immune regulation is beginning to be appreciated. While the vast majority of lymphocytes in the non-inflamed murine brain are intravascular, even after thorough perfusion of the vasculature (Mrdjen et al., 2018), there are lymphocytes in the CSF and meningeal lymphatics. Indeed, a decrease in CD4+ T-cells in the brain during PDAC may reflect a loss of immune regulation in the brain, as they cells have a key cerebroprotective role during neuroinflammation (Liesz et al., 2009).

Hypothalamic microglia were previously implicated in orchestrating a multicellular hypothalamic immune response, including infiltrating myeloid cells, during high fat diet-induced obesity (Valdearcos et al., 2017). While we did not observe neutrophil infiltration in the hypothalamus during PDAC, we did observe infiltration of non-neutrophil C45+ globoid cells in the meninges surrounding the median eminence. This population of cells should be identified in future studies, and the role of these cells and hypothalamic microglia in PDAC cachexia should be investigated.

We showed that CCR2 inhibition, but not CXCR2 inhibition, attenuated immune cell infiltration into the brain and resulted in decreased anorexia during PDAC. *Ccr2* deletion resulted in even greater attenuation in cachexia and immune cell infiltration into the brain. The difference between genetic and pharmacologic CCR2 blockade is likely due to incomplete blockade of CCR2 signaling with RS504393. It should be noted that both RS504393 and SB225002 treatment resulted in a nonsignificant decrease in neutrophils in the VI, yet only RS504393 treatment decreased cachexia, suggesting that monocytes (since CCR2 is typically important in monocyte chemotaxis) may be important mediators of cachexia. Also, it is worth noting that our pharmacologic inhibition of CXCR2 may have been incomplete. Therefore, it remains to be determined whether CXCR2 ligands are important for recruitment of cachexia-inducing neutrophils to the CNS. Regardless, our results are in agreement with previous studies investigating sickness behaviors during inflammatory liver disease, which showed that CCR2KO mice exhibited attenuated monocyte infiltration into the brain, along with decreased sickness behaviors (D'Mello et al., 2009). Furthermore, it was recently reported that mice lacking *Ccr2 *had decreased myeloid cell infiltration into the brain and attenuated cognitive impairment during a model of sepsis induced by *Streptococcus pneumoniae* injection into the lungs (Andonegui et al., 2018). In an attempt to identify inflammatory biomarkers for PDAC-associated cachexia, Talbert et al. identified CCL2 as the only cytokine or chemokine (out of a panel of 25) that was increased in the serum of cachectic PDAC patients but not increased in the serum of non-cachectic patients (Talbert et al., 2018). It is possible that the differences we observed in gastrocnemius catabolism between WT and CCR2KO tumor animals were due to differences in food intake, but the fact that we observed a significant decrease in induction of the catabolic genes *Mafbx*, *Murf1*, and *Foxo1* in CCR2KO tumor animals, which are not induced by decreased food intake/starvation (Braun et al., 2011), makes this unlikely. However, CCR2KO tumor-bearing mice still experienced anorexia and muscle catabolism compared to CCR2KO sham mice, reflecting incomplete resolution of cachexia. It remains possible that more prominent factors, yet to be identified, contribute to cachexia during PDAC.

While CCR2 is usually not considered a key receptor for neutrophil recruitment, previous studies show it is important for neutrophil chemotaxis during sepsis (Souto et al., 2009; Souto et al., 2011). Interestingly, while we observed a robust decrease in brain-infiltrating neutrophils in CCR2KO mice, we did not observe a decrease in liver- or tumor-infiltrating neutrophils, indicating that CCR2 is important for neutrophil recruitment specifically to the brain. Circulating neutrophils in sham animals did not express CCR2, but a small percentage of circulating neutrophils expressed CCR2 in tumor animals, suggesting that the presence of a tumor induces CCR2 expression in neutrophils. Furthermore, a significant percentage of neutrophils in the brain expressed CCR2 during PDAC, meaning a distinct population of neutrophils is recruited to the brain from the circulation. These results, suggest that the population recruited to the brain has a distinct function from those recruited to other organs.

We administered oxidized ATP, a purinergic receptor antagonist, directly into the brain and observed complete abrogation of circulating myeloid cell recruitment to the brain in tumor animals, as well as anorexia attenuation. These results show that brain inflammation is an important driver of PDAC-associated anorexia. While there was no change in microglia morphology after oATP administration, consistent with previous studies (Martin et al., 2019; Roth et al., 2014), nor was there a change in expression of genes associated with microglia activation, we cannot rule out the possibility that the difference in anorexia we observed were due to changes in microglia phenotype. The presence of an indwelling lateral ventricle cannula may have also induced microglia activation and influenced morphology quantification. However, we did take care to acquire images from the contralateral hemisphere. It is also worth noting that, unlike our previous experiments in non-cannulated mice, we did not observe a significant increase in brain-infiltrating Ly6C^high^ monocytes in aCSF-treated tumor mice compared to oATP-treated sham mice. However, this comparison was nearly significant (p=0.06), and the lack of significance was likely due to heterogeneous results caused by cannulation. Furthermore, we observed an increased Ly6C^high^ monocyte infiltrate in our aCSF-treated tumor animals compared to non-cannulated tumor animals, suggesting the indwelling lateral ventricle cannula did affect the inflammatory response in the brain to at least a small degree. Nevertheless, oATP completely prevented myeloid cells from infiltrating the brain during PDAC, strongly implicating these cells as mediators of anorexia.

We observed that the transcriptional profile of brain-infiltrating neutrophils was distinct from those in the circulation, liver, and tumor. It was previously demonstrated that the CNS induces a more ‘inflammatory’ transcriptional profile in infiltrating myeloid cells compared to those that infiltrate other organs (Spath et al., 2017). 

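By the number of genes that differed, cytokine and chemokine genes placed brain-infiltrating neutrophils between circulating neutrophils and those of the tumor and liver. Of 29 such genes 14 were higher in the brain than in circulating neutrophils of tumor mice and 1 lower, 1 higher and 18 lower than in the tumor, and 0 higher and 14 lower than in the liver (adjusted over the list alone 15 and 2, 1 and 22, and 1 and 20). Camera gave adjusted p = 5.19e-09, 3.21e-10 and 4.10e-20, and adjusted p = 0.0322, 0.0322 and 0.0108 with an estimated correlation. Markers of other cell types also differed between these groups. The median log2 fold change of the 16 microglia markers in the brain was 4.69 against circulating neutrophils, 0.26 against the tumor and 2.58 against the liver. The 15 markers of Kupffer cells and liver endothelium summed to 1162 ± 784 CPM in the brain, 267 ± 138 in circulating neutrophils, 3097 ± 829 in the tumor and 1111 ± 384 in the liver. Tumor epithelium markers had a median log2 fold change of -8.50 in the brain against the tumor and -2.51 against the liver. Ccl3, the macrophage inflammatory protein 1-alpha (chromosome 11 from 83647844 to 83649355), had 104 ± 16.8 CPM (SD, n = 4) in the brain, 7.30 ± 3.41 in circulating neutrophils of tumor mice, 1241 ± 242 in the tumor and 747 ± 239 in the liver (log2 fold changes 3.83, -3.58 and -2.84, standard errors 0.37, 0.36 and 0.35, adjusted p = 1.38e-06, 4.40e-07 and 9.10e-05, edgeR). Ptgs2, the prostaglandin-synthesizing enzyme cyclooxygenase 2, had 664 ± 301, 4.08 ± 3.15, 1633 ± 425 and 2256 ± 445 CPM in the same order (log2 fold changes 7.34, -1.30 and -1.76, standard errors 0.51, 0.39 and 0.40, adjusted p = 1.80e-08, 0.0263 and 0.0168, edgeR), and without brain replicate 2 its fold against the liver passed the threshold (adjusted p = 0.000936 to 0.165 over the alternatives). Osm, the cytokine oncostatin M, went the other way against the tumor, with 4743 ± 1186 CPM in the brain, 125 ± 42.5 in circulating neutrophils and 808 ± 337 in the tumor (log2 fold changes 5.25 and 2.55, adjusted p = 1.98e-08 and 1.36e-05, edgeR), and 2541 ± 657 in the liver (adjusted p = 0.164).

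Over the 10 pairs of groups, the fewest genes differed between the brain and the liver (399) and between the blood of tumor and sham mice (420), and the most between tumor mouse blood and the tumor (3672). The brain differed from tumor mouse blood in 882 genes, from sham blood in 1398 and from the tumor in 1871. The liver differed from the tumor in 726 genes, from tumor mouse blood in 852 and from sham blood in 888, and sham blood from the tumor in 3108.

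**Figure D3:**
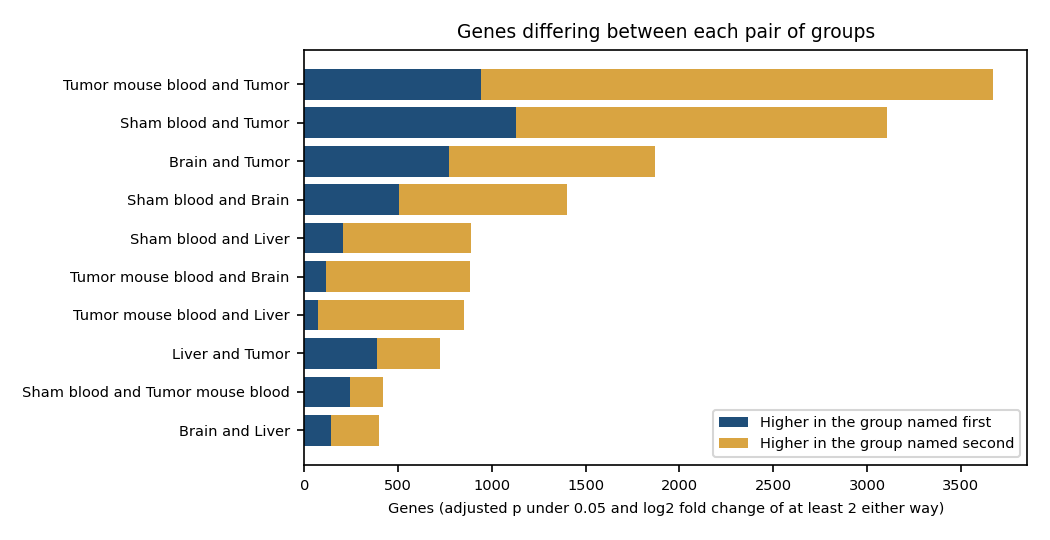
Number of genes that differed between each pair of groups (adjusted p under 0.05, edgeR, and absolute log2 fold change of at least 2). Each stacked bar is a pair, and its 2 parts are the genes higher in either group. The bars of the tumor against the blood groups are the longest and that of brain and liver is the shortest.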

Reasons for this are not entirely clear, but may be due to relative lack of regulatory T-cells, the blood brain barrier preventing access to soluble anti-inflammatory factors, and presence of immunogenic substances more abundant in the brain, such as myelin-associated lipids.

A few limitations should be considered when interpreting results of this study. First, our data were produced in a single model of pancreatic cancer. While our model is extensively characterized and reliably recapitulates many of the CNS-mediated symptoms observed in humans, other malignancies should also be considered. Second, it is possible, even likely, that circulating immune cells infiltrate and influence function in other organs dysfunctional during cancer (skeletal muscle, adipose tissue, etc.). However, the purpose of this study was to investigate and characterize interactions between circulating immune cells and the brain during PDAC. Therefore, we chose to focus specifically on the brain so as to not overcomplicate analysis. Third, since we were not able to selectively deplete neutrophils, we cannot definitely conclude that these cells are the sole cellular drivers of cachexia during PDAC. We observed a small increase in Ly6C^hi^ monocytes in the brains of animals during PDAC, which was also attenuated by CCR2 deletion. Therefore, these cells may have contributed to anorexia and muscle catabolism. However, there were far fewer Ly6C^hi^ monocytes (≈2,000) in the brain than neutrophils (≈9,000) during PDAC, and these cells only constituted about 15% of brain CD45^high^ myeloid cells (vs. approximately 50% for neutrophils). Fourth, it is possible that the tumor metastasized to the brain, which drove the immune response. However, our lab has conducted countless PDAC experiments in mice and analyzed thousands of brain slices. We have yet to observe a single metastasis. Lastly, despite our extensive analysis, we cannot rule out with absolute certainty that the differences we observed in RS504393-treated or CCR2KO mice were not due to differences in tumor response. However, both the CCR2/CCL2 axis and neutrophils are reported to be ‘pro-tumor’ (Coffelt et al., 2016; Qian et al., 2011) and therefore systemic treatment targeting neutrophils or the CCR2/CCL2 axis in humans may be particularly beneficial in that they decrease tumor size and abrogate CNS dysfunction. This would be advantageous to conventional anti-tumor therapies such as chemotherapy and checkpoint inhibitors, which are both known to cause cachexia-like symptoms (Braun et al., 2014; Michot et al., 2016) and not effective against PDAC.

In summary, we demonstrated that myeloid cells infiltrate the CNS throughout the course of PDAC and that preventing myeloid cells from infiltrating the brain attenuates anorexia and muscle catabolism. We showed there are distinct mechanisms for immune cell recruitment to the brain during systemic inflammation, and demonstrated a novel role for CCR2 in neutrophil recruitment to the brain, providing key insights into mechanisms of neuroinflammation and associated symptoms.

## Materials and methods

### Animals and treatment

Male and female 20–25 g WT C57BL/6J (stock no. 000664), *Ptprc^a^*-EGFP (aka Ly5.1-eGFP, stock no. 002014), *Ccl2*^mCherry^ (stock no. 016849), *Ccr2*^RFP^ (stock no. 017586), and CCR2KO (stock no. 004999) were purchased at Jackson Laboratories. Animals were aged between 7 and 12 weeks at the time of study and maintained at 27°C on a normal 12:12 hr light/dark cycle and provided ad libitum access to water and food. Experiments were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals, and approved by the Animal Care and Use Committee of Oregon Health and Science University.

RS504393 was dissolved in DMSO and SB225002 was dissolved in ethanol. 5 mg/kg RS504393 or 10 mg/kg SB225002 were injected subcutaneously twice daily starting at 3 d.p.i. in PDAC-bearing mice. Vehicle-treated animals received the same volume in DMSO injected subcutaneously twice daily.

For neutrophil depletion experiments, 500 μg of anti-Ly6G antibody (clone 1A8, Biolegend) or isotype control was administered IP daily in 200 μL PBS, starting at 2 d.p.i.

### KPC cancer model

Our lab generated a mouse model of PDAC initiated by a single IP or orthotopic injection of 1-5e^6^ murine-derived KPC PDAC cells (Michaelis et al., 2017). These cells are derived from tumors in C57BL/6 mice heterozygous for oncogenic *Kras*^G12D^ and point mutant Tp53^R172H^ with expression targeted to the pancreas via the *P*dx1-Cre driver (Foley et al., 2015). Cells were maintained in RPMI supplemented with 10% heat-inactivated FBS, and 50 U/mL penicillin/streptomycin (Gibco, Thermofisher), in incubators maintained at 37°C and 5% CO_2_. In the week prior to tumor implantation, animals were transitioned to individual housing to acclimate to experimental conditions. Animal food intake and body weight were measured once daily. Sham-operated animals received PBS in the same volume. Bedding was sifted daily to account for food spillage not captured by cagetop food intake measurement. Animals were euthanized between 9 and 14 days post-inoculation, when food intake was consistently decreased and locomotor activity was visibly reduced, yet signs of end-stage disease (ascites, unkempt fur, hypotheremia, etc.) were not present (Michaelis et al., 2017). We extensively characterized this model and demonstrated that IP and OT inoculation resulted in similar cachexia progression and inflammatory response (both in the CNS and systemically) (Burfeind et al., 2018; Michaelis et al., 2017; Zhu et al., 2019).

### Generation of Ly5.1-EGFP chimera mice

WT C57BL/6J male mice aged 8–10 weeks were injected IP with the alkylating agent treosulfan (Ovastat, a generous gift from Joachim Baumgart at Medac GmbH, Germany) at a dose of 1500 mg/kg/day for three consecutive days prior to the day of bone marrow transplant (BMT). 24 hr after the third treosulfan injection, a Ly5.1-EGFP male or female donor mouse aged between 2 and 6 months was euthanized and femurs, tibias, humeri, and radii were dissected. After muscle and connective tissue were removed, marrow cells were harvested by flushing the marrow cavity of dissected bones using a 25-gauge needle with Iscove’s modified Dulbecco’s medium supplemented with 10% FBS. The harvested cells were treated with RBC lysis buffer, filtered with a 70 μm cell strainer, and counted. 3–4 × 10^6^ cells in 200 μL HBSS were transplanted immediately into each recipient mouse via tail vein injection. To prevent infection during an immunocompromised period, recipient mice received amoxicillin dissolved in their drinking water (150 mg/L) for 2 weeks starting on the first day of treosulfan injection. GFP BMT mice were given at least 5 weeks for marrow reconstitution and recovery. Percent chimerism in each GFP BMT mouse was determined by flow cytometry analysis of circulating leukocytes.

### Intracerebroventricular cannulation and injections

Mice were anesthetized under isoflurane and placed on a stereotactic alignment instrument (Kopf Instruments). 26-gauge lateral ventricle cannulas were placed at 1.0 mm X, −0.5 mm Y, and −2.25 mm Z relative to bregma. Mice were given one week for recovery after cannula placement. Injections were given in 2 µl total volume. Oxidized ATP was dissolved in aCSF and injected at a concentration of 250 ng/μL over 5 min while mice were anesthetized under isoflurane.

### Immunofluorescence immunohistochemistry

Mice were anesthetized using a ketamine/xylazine/acetapromide cocktail and sacrificed by transcardial perfusion fixation with 15 mL ice cold 0.01 M PBS followed by 25 mL 4% paraformaldehyde (PFA) in 0.01 M PBS. Brains were post-fixed in 4% PFA overnight at 4°C and cryoprotected in 20% sucrose for 24 hr at 4°C before being stored at −80°C until used for immunohistochemistry. Immunofluorescence immunohistochemistry was performed as described below. Free-floating sections were cut at 30 μm from perfused brains using a Leica sliding microtome. Sections were incubated for 30 min at room temperature in blocking reagent (5% normal donkey serum in 0.01 M PBS and 0.3% Triton X-100). After the initial blocking step, sections were incubated in primary antibody (listed below) in blocking reagent for 24 hr at 4°C, followed by incubation in secondary antibody (also listed below) for 2 hr at room temperature. Between each stage, sections were washed thoroughly with 0.01 M PBS. Sections were mounted onto gelatin-coated slides and coverslipped using Prolong Gold antifade media with DAPI (Thermofisher).

The following primary anti-mouse antibodies were used, with company, clone, host species, and concentration indicated in parentheses: CD11b (eBioscience, rat, M1/70, 1:1000), CD45 (BD, rat, 30-F11, 1:1000), myeloperoxidase (R and D, goat, polyclonal, 1:1000), Ly6G (Biolegend, 1A8, rat, 1:250), Iba-1 (Wako, Rabbit, NCNP24, 1:1000), CD206 (Bio-rad, rat, MR5D3, 1:1000), ER-TR7 (Abcam, rat, ER-TR7, 1:1000), and citrillunated histone H3 (Abcam, rat, polyclonal, 1:1000). We also used a chicken anti-mCherry antibody (Novus Biologicals, polyclonal, 1:20,000), to amplify mCherry signal in sections from CCL2^fl/fl^ mice and a rabbit anti-RFP antibody (Abcam, polyclonal, 1:1000) to amplify RFP signal in sections from CCR2^RFP/WT^ mice.

The following secondary antibodies were used, all derived from donkey and purchased from Invitrogen, with dilution in parentheses: anti-goat AF488 (1:500), anti-rabbit AF555 (1:1000), anti-rat AF555 (1:1000), anti-rat AF633 (1:500), and anti-chicken AF555 (1:1000).

### Image acquisition and analysis

All images were acquired using a Nikon confocal microscope. Cell quantification was performed on 20X images using the Fiji Cell Counter plugin by a blinded researcher. CD45+ cells were defined as CD45 bright globoid cells, and neutrophils were defined as CD45+ MPO+ cells. The velum interpositum (VI) was defined as the layer of meninges (identified by appearance of staining background) between the hippocampus and thalamus, from bregma −1.7 to −2.6 mm. At least 8 VI images were quantified from each animal. The median eminence was defined as the base of the mediobasal hypothalamus (far ventral part of the brain), adjacent to the third ventricle from bregma −1.95 to −2.5 mm. Four ME images were quantified from each animal. The area postrema was defined as the region in from bregma −7.2 to −7.75 mm. Four area postrema images were quantified from each animal.

### Microglia morphology analysis

Microglia activation in the hippocampus was quantified using Fiji (ImageJ, NIH). Five images of the dentate gyrus were acquired from each animal. Images were 2048 x 2048 pixels, with a pixel size of 0.315 μm. Images were uploaded to Fiji by a blinded reviewer (KGB) and converted to 8-bit greyscale images. After thresholding, microglia were identified using the ‘analyze particle’ function, which measured mean Iba-1 fluorescent intensity per cell, cell area, and percent area covered by Iba-1 staining.

### Primary microglia culture and PDAC-conditioned media treatment

Primary mixed-glial cultures containing microglia and astrocytes were prepared from neonatal mouse cortices. Brain cortices from 1- to 3-day-old newborn mouse pups were dissected, then digested with papain (Worthington Biochemical Corporation). Cells were passed through a 70 μm cell strainer and seeded in 75 cm^2^ flasks in DMEM media (low glucose with L-glutamine, 10% FBS and 1% penicillin/streptomycin). Microglia were isolated 14–16 days later by shaking flasks at 200 rpm at 37°C for 1 hr. Cells were re-plated into six well plates at 5 × 10^5^/well and maintained in DMEM media for 24 hr before stimulation. More than 90% of these isolated cells were confirmed as microglia by Iba1 staining and flow cytometry (CD45+CD11b+ cells, data not shown).

PDAC tumor cells were cultured in a 75 cm^2^ flask until confluent. 24 hr prior to treatment, 13 ml fresh media (RPMI supplemented with 10% FBS and 1% penicillin-streptomycin) was added for generating PDAC-conditioned media. On the treatment day, 4 mL PDAC-conditioned media mixed with 1 mL fresh RPMI media (to ensure treated microglia were not nutrient starved) was added to each of the three wells of the six well plate containing microglia. The other three wells each received 5 mL control media (RPMI media). Three additional wells received 5 mL control media containing 10 ng LPS. 16 hr after treatment, media was removed, and adherent cells were washed with PBS then lysed. RNA was then extracted from cell lysate using a Qiagen RNAEasy kit.

### In situ hybridization

At 10 d.p.i., mice were euthanized with CO_2_ and brains were removed then frozen on dry ice. 20 µm coronal sections were cut on a cryostat and thaw-mounted onto Superfrost Plus slides (VWR Scientific). Sections were collected in a 1:6 series from the diagonal band of Broca (bregma 0.50 mm) caudally through the mammillary bodies (bregma 5.00 mm). 0.15 pmol/ml of an antisense ^33^P-labeled mouse *Ccl2* riboprobe (corresponding to bases 38–447 of mouse *Ccl2*; GenBank accession no. NM_011333.3) was denatured, dissolved in hybridization buffer along with 1.7 mg/ ml tRNA, and applied to slides. Slides were covered with glass coverslips, placed in a humid chamber, and incubated overnight at 55°C. The following day, slides were treated with RNase A and washed under conditions of increasing stringency. Slides were dipped in 100% ethanol, air dried, and then dipped in NTB-2 liquid emulsion (Kodak). Slides were developed 4 d later and cover slipped.

### Quantitative Real-Time PCR

Prior to tissue extraction, mice were euthanized with a lethal dose of a ketamine/xylazine/acetapromide and sacrificed. Hippocampal blocks and gastrocnemii were dissected, snap frozen, and stored in −80°C until analysis. RNA was extracted using an RNeasy mini kit (Qiagen) according to the manufacturer’s instructions. cDNA was transcribed using TaqMan reverse transcription reagents and random hexamers according to the manufacturer’s instructions. PCR reactions were run on an ABI 7300 (Applied Biosystems), using TaqMan universal PCR master mix with the following TaqMan mouse gene expression assays: *18* s (Mm04277571_s1), *Tnf* (Mm00443258_m1), *Il6* (Mm01210732_g1)*, Il-1β* (Mm00434228_m1)*, Il10* (Mm01288386_m1), *Ccl2* (Mm99999056_m1), *Ccl3* (Mm00441259_g1), *Ccl5* (Mm01302427_m1), *Cxcl1* (Mm04207460_m1), *Cxcl2* (Mm00436450_m1), *Cxcl5* (Mm00436451_g1), *Cxcl9* (Mm00434946_m1), *Cxcl10* (Mm00445235_m1), *Cd68* (Mm03047343_m1), *Tmem119* (Mm0052305_m1), *P2y12* (Mm01950543_S1), *P2r × 7* (Mm00446026_m1), *Gapdh* (Mm99999915_g1), *Fbxo32* (Mm00499518_m1), *Trim63* (Mm01185221_m1), and *Foxo1* (Mm00490672_m1).

Relative expression was calculated using the ΔΔCt method and normalized to WT vehicle treated or sham control. Statistical analysis was performed on the normally distributed ΔCt values.

### Hematology

Whole blood was analyzed with a veterinary hematology analyser (HemaVet, 950FS, Drew Scientific, Oxford, CT) to assess total white blood cell count and white blood cell differential.

### Flow cytometry

Mice were anesthetized using a ketamine/xylazine/acetapromide cocktail and perfused with 15 mL ice cold 0.01 M PBS to remove circulating leukocytes. If circulating leukocytes were analyzed, blood was drawn prior to perfusion via cardiac puncture using a 25-gauge needle, then placed in an EDTA coated tube. After perfusion, organs were extracted and immune cells were isolated using the following protocols:

#### Brain

Brains were minced in a digestion solution containing 1 mg/mL type II collagenase (Sigma) and 1% DNAse (Sigma) in RPMI, then placed in a 37°C incubator for 45 min. After digestion, myelin was removed via using 30% percoll in RPMI. Isolated cells were washed with RPMI, incubated in Fc block for 5 min, then incubated in 100 μL of PBS containing antibodies for 30 min at 4°C. Cells were then washed once with RPMI.

#### Liver

Livers were pushed through a 70 μm nylon strainer, then washed once with RPMI. The resulting suspension was resuspended in a 40 mL digestion solution containing 1 mg/mL type II collagenase (Sigma) and 1% DNAse (Sigma) in RPMI, then placed in a 37°C incubator for 1 hr. After digestion, the suspension was placed on ice for 5 min, then the top 35 mL was discarded. The remaining 5 mL was washed in RPMI, resuspended in 10 mL 35% percoll to remove debris, then treated with RBC lysis buffer. The resulting cell suspension was washed with RPMI, then cells were incubated in 100 μL of PBS containing antibodies for 30 min, then washed with RPMI.

#### Tumor

A 0.4–0.5 g piece of pancreatic tumor was removed, minced in a digestion solution containing 1 mg/mL type II collagenase (Sigma) and 1% DNAse (Sigma) in RPMI, then placed in a 37°C incubator for 1 hr. After digestion, cells were washed with RPMI, then incubated in 100 μL of PBS containing antibodies for 30 min at 4°C. Cells were then washed once with RPMI.

#### Blood

200 μL of blood was drawn via cardiac puncture with a 25-gauge needle. Red blood cells were then lysed with 1X RBC lysis buffer. The resulting cell suspension was washed with RPMI, then cells were incubated in 100 μL of PBS containing antibodies for 30 min at 4°C, then washed with RPMI.

#### Gating Strategy

Cells were gated on LD, SSC singlet, and FSC singlet. Immune cells were defined as CD45+ cells. In the brain, microglia were defined as CD45^mid^CD11b+. Leukocytes were identified as either myeloid cells (CD45^high^CD11b+ in the brain, CD45+CD11b+ in all other tissues) or lymphocytes (CD45^high^CD11b- in the brain, CD45+CD11b- in all other tissues). From myeloid cells Ly6C^low^ monocytes (Ly6C^low^Ly6G-), Ly6C^high^ monocytes (Ly6C^high^Ly6G-), and neutrophils (Ly6C^mid^Ly6G+) were identified. From lymphocytes, CD3+ cells were identified as T-cells, and further phenotyped as CD4+ or CD8+ T-cells. CD3- T-cells were divided into NK1.1+ NK cells or CD19+ B-cells. Flow cytometry analysis was performed on a BD Fortessa, Symphony, or LSRII analytic flow cytometer.

#### Antibodies

All antibodies were purchased from BioLegend, except for Live/Dead, which was purchased from Invitrogen (Fixable Aqua, used at 1:200 dilution). The following anti-mouse antibodies were used, with clone, fluorophore, and dilution indicated in parenthesis: CD3 (17A2, PE, 1:100), CD3 (17A2, APC/Cy7, 1:400), CD4 (RM4-5, APC, 1:100), CD8 (53–6.7, APC/Cy7, 1:800), CD11b (M1/70, APC, 1:800), CD11b (M1/70, FITC, 1:200), CD19 (6D5,BV650, 1:33), CD45 (30-F11, PerCP/Cy5.5, 1:400), CD45 (30-F11, APC/Cy7, 1:400), CX3CR1 (SAO11F11, PE/Cy7, 1:100), Dec205 (NLDC-145, APC,1:100), CD115 (AFS98, APC/CY7, 1:400), Ly6C (HK1.4, PerCP, 1:100), Ly6G (1A8, PE/Cy7, 1:800), NK1.1 (PK136, BV785, 1:800), CCR2 (SA203G11, AF647, 1:100).

#### FACS sorting for RNAseq

At 10 d.p.i., mice were anesthetized and 200 μL of blood was drawn via cardiac puncture with a 25-gauge needle. Circulating leukocytes were then removed via transcardiac perfusion with PBS and brain, liver, and tumor were removed. Leukocytes were isolated from blood, brain, liver, and tumor as described above. Sorting was performed using an Influx sorter (BD) with a 100 μm nozzle. Neutrophils were defined as CD11b^high^Ly6G^high^ live, singlet cells, and were sorted into lysis buffer (Qiagen), then stored at −80° C. Using this technique, our lab regularly achieves 95%+ post-sort purity.

### RNA isolation and sequencing

#### RNA Isolation, sequencing, and library preparation

Total RNA was isolated from FACS-sorted CD11b^high^Ly6G^high^ neutrophils using an RNAeasy Plus Micro kit (Qiagen). RNA integrity was verified by a Bioanalyzer (Agilent). Sample cDNAs were prepared using the SMART-Seq v4 Ultra Low Input kit (Takara) using 250 pg of input total RNA followed by library preparation using a TruSeq DNA Nano kit (Illumina). Libraries were verified by Tapestation (Agilent). Library concentrations were determined by real-time PCR with a StepOnePlus Real Time PCR System (Thermo Fisher) and a Kapa Library Quantification Kit (Kapa Biosystems/Roche). Libraries were sequenced with a 100 cycle single read protocol on a HiSeq 2500 (Illumina) with four libraries per lane. Fastq files were assembled using Bcl2Fastq2 (Illumina).

#### RNA-seq processing and analysis

Quality control checks were done using the FastQC package (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Raw reads were normalized and analyzed using the Bioconductor package DESeq2 (Love et al., 2014), which uses negative binomial generalized linear models. Only those genes that were expressed in at least one sample were included in differential expression analysis. To identify transcripts differentially expressed in brain-infiltrating neutrophils compared to neutrophils infiltrating other organs, gene expression in neutrophils isolated from brain was compared to that in neutrophils isolated from liver, tumor, and blood. In order to control for the effects of tumor on circulating neutrophils, genes that also were differentially expressed in circulating neutrophils from tumor mice compared to circulating neutrophils from sham mice were excluded from analysis. All p-values were adjusted for multiple comparisons using the Benjamani-Hochberg method (Benjamini and Hochberg, 1995). Differential expression was defined based on statistical significance (adjusted p-value<0.05) and effect size (log_2_ fold change)≤or ≥ −2. Heatmaps were created using the pheatmap package from R. Gene Ontology analysis was performed using the Goseq Bioconductor R package (Young et al., 2010). For pathway enrichment analysis, pathway annotation from the Reactome knowledgebase (Croft et al., 2014; Fabregat et al., 2018) was used.

### Statistical analysis

Data are expressed as means ± SEM. Statistical analysis was performed with Prism 7.0 software (Graphpad Software Corp). When two groups were compared, data were analyzed with either student’s t-test or Mann-Whitney U test. When more than two groups were compared, data were analyzed with either one-way (when multiple groups were compared to a single sham group) or two-way (when there were multiple genotypes within tumor and sham groups being compared) ANOVA analysis. For single time point experiments, the two factors in ANOVA analysis were genotype or treatment. In repeated measures experiments, the two factors were group and time. Main effects of genotype, treatment, group, and/or time were first analyzed, and if one effect was significant, Bonferroni *post hoc* analysis was then performed. For all analyses, significance was assigned at the level of p<0.05.

## Data Availability

All data generated or analysed during this study are included in the manuscript and supporting files. Sequencing data is available at GEO (GSE150061). The following dataset was generated: BurfeindKGJengS2020The transcriptional profile of neutrophils in different organs during pancreatic cancerNCBI Gene Expression OmnibusGSE15006

## Additional files

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

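Neutrophils sorted from the brain, liver, tumor and blood of tumor mice and from the blood of sham mice, 10 days after inoculation, gave 20 RNA-seq libraries, 4 in each of 5 groups. The authors sorted live CD11b-high Ly6G-high single cells, amplified the RNA with SMART-Seq v4, and sequenced single reads with 4 libraries per lane. They deposited 2 kinds of value per library and gene. The deposited counts are whole-number read counts per Ensembl gene with no normalization, and the tests use them as they stand. The deposited rlog values are on a log2 scale, made by the authors with the regularized-logarithm transformation of DESeq2, which pulls low counts toward the gene's mean. These values were used for the principal component analysis and for the expression of the paper's genes, and in no count test. The submitters' processing notes name the mouse build mm10 and DESeq2 without a version. The aligner, the counting tool and its settings for reads that map to several genes are not given in the sources used here, so values of paralogs and overlapping genes are uncertain.

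The table holds 51918 entries, of which 6 repeat an Ensembl gene and were dropped, leaving 51912 genes. It lacks a symbol for 1918 entries and holds a date in place of the symbol for 26. Names were taken from the GENCODE M21 annotation, which lists 51633 of the Ensembl genes and restored 1776 symbols. The other 279 genes are not in that annotation. Several genes share each of 110 symbols. Positions are those of GENCODE M21 on mm10. Libraries held 47388245 to 54472378 counts. Differences between groups that each hold a few counts of a gene are not detectable at this depth. The 10 most abundant genes took 13.6% ± 2.05 of the counts in the brain libraries (SD, n = 4).

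Genes with a count in at least 1 library were tested, after the paper's methods, which leaves 28762. Counts were scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in 1 model over the 20 libraries with 15 residual and 6.48 prior degrees of freedom. All its p-values are two-sided and were adjusted by the Benjamini-Hochberg method within a comparison. The brain was compared with the blood of tumor mice, the tumor and the liver, and the blood of tumor mice with that of sham mice. Genes past an adjusted p of 0.05 and an absolute log2 fold change of 2 were called. The fold threshold is printed incompletely in the paper's methods and was read as 2 in either direction. A gene counted as brain-specific when it was called in the same direction in all 3 brain comparisons and not called between the 2 blood groups. Log values use a prior count of 2. Scaling by DESeq2's size factors in place of TMM shifted the median gene by -0.12 on the log2 scale between brain and tumor, over 7202 genes, and by 0.01, 0.03 and -0.01 in the brain against tumor mouse blood, the brain against the liver and the blood comparison.

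Members of 37 gene lists were counted per comparison, and each list was tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 148 pairs of list and comparison. Camera was run again with an estimated correlation, and limma's fry was run as an alternative. Marker list overlaps were tested with Fisher's exact test, two-sided, against genes at least as abundant as the least abundant member of the set. In the principal component analysis, the separation of groups was tested with one-sided and the distance of libraries to the mean of their group with two-sided exact permutation tests. Libraries apart from the others of their group were found with Dixon's ratio. Overlaps of comparisons that share libraries were set beside 20 simulations of unchanged brain libraries.

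Named genes follow a fixed rule. They are the genes that the paper names in Figure 7-figure supplements 2 and 3 and other figures, whose plotted values had been seen. To these come, in each comparison, the 5 largest rises and 5 largest falls among called genes with a mean of at least 10 CPM in the higher group and no overlap between the libraries. Then come 10 higher and 10 lower brain-specific genes by their smallest change over the 3 comparisons, and in each list up to 4 of the most abundant members past an adjusted p of 0.05. Predicted genes without a symbol of their own were left out of the largest changes, 11, 56, 7 and 12 in the 4 comparisons. The genes that lead a principal component, the members named at an overlap of lists, the genes that overlap a named gene in the genome, Alb, and the most abundant markers of other cell types were chosen after their values were seen. Some genes, of the rule's and of the leading ones, are not reported here.

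The models were tested on simulated data, with counts drawn for 27747 genes and 200 of them changed in the brain. Of 50 genes raised 8-fold and 50 raised 32-fold, edgeR called 35 and 45 in the brain against tumor mouse blood, 36 and 44 against the tumor and 37 and 45 against the liver. Of 50 genes lowered 8-fold and 50 lowered 32-fold it called 33 and 45, 32 and 43, and 34 and 44 in the same order, with 1, 1 and 2 unchanged genes called. Among brain-specific genes it found 148 of the 200 and no unchanged gene, while DESeq2 found 172 and 16 unchanged ones. In the blood comparison, where nothing was changed, edgeR called 0 genes and DESeq2 53. The counts were drawn with edgeR's own dispersions and 1 mean per gene over all groups, a setting that can favor edgeR. Only genes with a mean of at least 1 CPM over the libraries were changed, so these shares do not cover less abundant genes. The simulation therefore does not decide which tool's real calls are right. Camera called 3 of 3 raised and 3 of 3 lowered lists and 0 of 105 unchanged ones. The simulated genes were drawn independently, so this does not test camera where members of a list move together. With the real libraries of brain and liver, splits that mix the groups called up to 25 lists at the preset correlation.

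The alternatives were DESeq2 1.42.0 with and without shrunken fold changes (betaPrior), scaling by size factors, a stricter filter on low counts (filterByExpr), no filter, only the compared groups in the fit, the replicate number as a block, lane as a term, other fold thresholds, other rules for leaving out genes that differ between the blood groups, other numbers of genes in the principal component analysis, and each library left out in turn. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The paper's gene ontology and pathway analyses were not repeated, because no term annotation was used here.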

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

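The overlaps of the brain-specific genes with marker lists were tested only after these genes had been seen. The other tests of explanations given here were set beforehand. Of 159 groups of 4 libraries, 19 held a library far from the other 3. For independent groups of normally distributed values, chance sets apart about 1 in 20, or 7.95. The levels tested here were not on a log scale, some rest on single counts, and some groups share genes such as Ttr. The excess over 7.95 is therefore not a test against chance.

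Of the 53 genes higher in the brain than in circulating, tumor and liver neutrophils, 13 were on the 7 marker lists of other brain cells, where 0.394 were expected (odds ratio 51.2, 95% interval 24.0 to 103, Fisher's exact test). RNA from such cells, which the sort for CD11b and Ly6G would remove, is a candidate source, with Ttr at 464 ± 789.7 and Enpp2 at 181 ± 322 CPM in the brain for choroid plexus epithelium, Sparcl1 at 63.7 ± 16.3 for astrocytes, and Slc2a1 at 379.9 ± 74.6 for brain endothelium (SD, n = 4). Of the 15 choroid plexus, 18 astrocyte and 20 brain endothelium markers measured, 1, 1 and 4 had at least 10 CPM in circulating neutrophils of tumor mice, Slc2a1 with 215 CPM among them, and 2, 5 and 4 were on another list. The lowest median log2 fold change of these 3 lists over the 3 comparisons was 1.11, for brain endothelium against the tumor (95% interval 0.28 to 4.49), where a median above 2 in each comparison was set for this source and one under 1 against it, so that this test leaves it open. The tumor libraries carried endothelium markers too, with a median of 3.17 over tumor mouse blood, so that comparison could not show such RNA by this list. For choroid plexus, astrocyte and endothelium markers the medians were 7.39, 6.78 and 8.00 against circulating neutrophils and 8.98, 4.19 and 3.48 against the liver. Transcription by neutrophils in the brain was not tested apart from RNA of other brain cells.

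The granule genes Ngp, Camp, Ltf and Elane had median log2 fold changes of 3.92, 6.83 and 3.34 in the brain against circulating, tumor and liver neutrophils (range of the 4 genes for the lowest 2.73 to 4.64). Other brain cells carry no granule transcripts, so that RNA from them would not raise these 4 genes. A median above 1 in each comparison was set against that source and was met. The paper names these genes for being higher in the brain in the same libraries, so this outcome was given in advance. It does not decide the source for granule genes at large. Less mature neutrophils are another candidate explanation, with medians of 3.39, 4.11 and 2.59 for the list of precursor genes and 3.38, -0.48 and 1.56 for that of cell cycle genes. The value against the tumor, -0.48, lies under the 0 set against this explanation, but its 95% interval of -1.22 to 0.04 includes 0, so that it stays open. Cell cycle genes were also higher in the tumor libraries than in tumor mouse blood, with a median of 4.04. Those libraries carry tumor epithelium markers as well, so the comparison with the tumor cannot decide on less mature neutrophils. The precursor list holds Ngp, Camp and Ltf itself, and a response of mature neutrophils to the brain was not tested.

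Of the 22 genes lower in the brain than in the other 3 groups of tumor mice, 4 (Blk, Lck, Klrk1 and Ppbp) were on the marker lists of B cells, T cells, NK cells and platelets, where 0.0609 were expected (odds ratio 89.4, 95% interval 20.9 to 292, Fisher's exact test). Fewer lymphocytes and platelets in the brain fraction, which the sort would remove from every group and perfusion from the tissues, are a candidate explanation. Their most abundant markers in circulating neutrophils of tumor mice were Ighm at 59.0 CPM for B cells and Itga2b at 101 CPM for platelets, and 4 of 17 B cell and 10 of 13 platelet markers had at least 10 CPM there, none of them on another list. Median log2 fold changes against circulating, tumor and liver neutrophils were -2.19, -0.48 and -2.41 for B cells and -4.33, -0.63 and -2.25 for platelets. A median under -1 for both lists in each comparison was set for this explanation and one above -0.5 for both lists in any comparison against it, so that the tumor values (95% interval -2.68 to above 0 for B cells and -3.68 to 2.79 for platelets) leave it open, as they do lower transcription in the neutrophils.

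Brain replicate 4 stood above the other 3 brain libraries for Ttr (1647 CPM), for the summed choroid plexus markers (2489 CPM), for the summed hepatocyte markers, which also hold Ttr (1664 CPM), and for Slc13a4 (12.2 CPM). Brain replicate 3 stood above the others for the summed microglia markers (5463 CPM), the summed neuron markers (83.9 CPM), Elane (22.3 CPM), Syt5 (2.90 CPM), Cd40 (0.735 CPM) and Ifi209 (3.95 CPM). Brain replicate 2 was highest for Ppbp (1.05 CPM), and for Trim10 and Tnfrsf13c (0.0224 CPM each, 1 count where the other brain libraries had none). Replicate 3 of sham blood was highest for the summed markers of astrocytes (212 CPM), neurons (382 CPM) and platelets (1629.6 CPM). Replicate 1 of sham blood had the highest sum of hepatocyte markers (37.8 CPM) and the fewest genes with at least 10 counts (13054). Liver replicate 3 was highest for the summed brain endothelium markers (642 CPM).

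Markers outside the genes that the paper discusses were above the level of tumor mouse blood in both tissues. In the tumor libraries, 13 of 17 tumor epithelium and acinar markers were higher (15 adjusted over the list alone) and 0 lower, with a median log2 fold change of 8.34 (camera adjusted p = 3.46e-08, and adjusted p = 0.0230 with an estimated correlation), and 11 of 12 fibroblast markers (11 adjusted over the list alone), with a median of 10.48 (camera adjusted p = 0.000190, and adjusted p = 0.281 with an estimated correlation). The keratin gene Krt8 had 680.1 ± 304 CPM in the tumor libraries and 0.425 ± 0.286 in the blood (SD, n = 4). In the liver libraries, 8 of 16 hepatocyte markers were higher (12 adjusted over the list alone), with a median of 8.24 (camera adjusted p = 2.57e-12, and adjusted p = 0.0155 with an estimated correlation), and the albumin gene Alb had 14.4 ± 6.99 CPM.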

How the results depend on the processing

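The fits without tumor replicates 1 and 3, the libraries with the most collagen counts, and without brain replicates 3 and 4, those with the most detected genes and the highest Ttr, and DESeq2 combined with the gene exclusion of the Venn labels were chosen after seeing the data. Of 35693 values of named genes over the alternatives, 34304 kept their side of the threshold, 1003 lost and 384 gained a call, and 2 changed direction with a call in either fit. A change of direction without a call in either fit was not counted. For single gene lists the numbers were 3899 of 4144, 167, 75 and 3, with a change of direction counted only where the main fit called the list. The separation of the brain in the principal component analysis, the shares of variance and the rlog order of the paper's genes kept their values within the spread of the libraries in all alternatives run. Camera was not run with DESeq2, no filter or only the compared groups, and genes that a setting does not test have no value there. Counts of called genes depended on the tool, lane, fold threshold and libraries. The cause of the differences was not tested beyond the sample or gene numbers that a setting sets itself. Depth limits genes with a few counts per group, whose differences are not detectable here.

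For the brain against tumor mouse blood (767 higher, 115 lower), DESeq2 gave 1510 and 363, betaPrior 215 lower, lane as a term 474 higher, and no fold threshold 405 lower, and there were 242 lower with a log2 threshold of 1 and 405 higher without brain replicates 3 and 4. Leaving out single libraries gave 486 to 820 higher, the lowest without replicate 1 of tumor mouse blood. Against the tumor (773 and 1098) the fit without tumor replicates 1 and 3 gave 430 and 530, no fold threshold gave 2455 and 1976, and there were 1791 and 1726 with a log2 threshold of 1. Against the liver (145 and 254) DESeq2 gave 464 and 570, betaPrior 406 higher, no filter 95 higher and no fold threshold 302 and 451, and there were 241 and 390 with a log2 threshold of 1 and 66 higher without brain replicates 3 and 4. Single libraries gave 73 to 154 higher, with 76 without brain replicate 4 and 87, 73 and 84 without liver replicate 2, 3 or 4. For tumor mouse against sham blood (174 and 246) DESeq2 gave 359 and 748, betaPrior 461 lower, and no fold threshold 468 and 486, and there were 329 and 437 with a log2 threshold of 1. Leaving out single libraries gave 153 to 273 lower there, the lowest without replicate 3 of tumor mouse blood. With lane as a term, 570 genes differed between tumor mouse blood and brain (882 without it) and 2336 between tumor mouse blood and tumor (3672 without it).

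The brain-specific set (53 higher, 22 lower) held 103 and 111 genes with DESeq2, 153 and 39 with betaPrior, 35 higher without a filter, 21 higher with lane as a term, 4 lower with only the compared groups, 97 and 37 with no fold threshold, 83 higher with a log2 threshold of 1, 22 and 45 without brain replicates 3 and 4, and 104 and 126 with DESeq2 and the exclusion of the Venn labels. Single libraries gave 27 to 55 higher, with 27 without brain replicate 4 and 32, 31 and 31 without liver replicate 1, 3 or 4, and 17 to 53 lower, the highest without brain replicate 3. DESeq2 shared 49 of the 53 and 18 of the 22 genes with the set, betaPrior 51 of the 53 and 18 of the 22, lane as a term 19 of the 53 and 14 of the 22, no filter 35 of the 53 and 18 of the 22 and only the compared groups 39 of the 53 and 4 of the 22, and 21 of the 53 and 3 of the 22 were shared without brain replicates 3 and 4.

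The replicate numbers were checked for pairing over 12275 genes. The 19 same-numbered pairs of libraries of tumor mice had correlations of -0.107 to 0.155 (median 0.0402), 5 of them over 0.1, and in 9 of them the library correlated best with its own number. The 4 pairs of sham and tumor mouse blood had -0.0306 to 0.0956, and in 2 of them the library correlated best with its own number. Pairs of other numbers, 77 in all, had a median of -0.0147, with 5 over 0.1 and 15 in which the library correlated best with that other number. The higher share among same-numbered pairs was not tested and is a hint from the data, not the design. A correlation over 0.1 in every pair was not met and no source says that a number marks a mouse, so the numbers were not treated as pairs. With the replicate number as a block, 64 genes were lower than in tumor mouse blood and 108 higher in tumor mouse than in sham blood. The brain-specific sets held 47 higher and 11 lower genes with the block and shared 30 of the 53 and 8 of the 22 genes with those without it. No other count of called genes moved by over 1.5 times. Of the paper's genes reported here, Syt15 was not called with the block in any of the 3 comparisons, Adamts5, H2-Ab1 and Ifi205 not against tumor mouse blood, Slc13a4 not against tumor mouse blood and the tumor, Pdlim1 not against tumor mouse blood and the liver, Tnfrsf13c not against the tumor and the liver, and Atp1b2, Cd40, Ifi203, Slc38a3 and Trim10 not against the liver, while Elane was called against tumor mouse blood and the tumor. Ccr2 was not called with it against the tumor and the liver.

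With an estimated correlation, camera called 5 lists up and 2 down against tumor mouse blood (16 and 10 with the preset one), 2 and 3 against the tumor (8 and 10), 2 and 6 against the liver (11 and 19) and 0 and 3 between the blood groups (5 and 9), where fry called 1 up. The list of oxidative phosphorylation changed direction with lane as a term against tumor mouse blood (camera adjusted p = 0.0727) and the liver (adjusted p = 0.400). Against the liver it also did so without brain replicate 4, where single libraries gave adjusted p = 6.90e-06 to 0.990. Slc4a1, an erythroid gene, changed direction without brain replicate 2 against the tumor and the liver, with log2 fold changes of -0.18 to 6.94 and -5.11 to 1.11 without single libraries.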

Differences from the paper's values

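The combination of DESeq2 with the exclusion of the Venn labels and the fits without tumor replicates 1 and 3 and without brain replicates 3 and 4 were chosen only after the values had been seen, and the other alternatives named here were set before the data were examined. The paper's thresholds were used as far as its methods print them.

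The paper reports 104 genes higher in the brain than at all other sites, and edgeR gave 53. DESeq2 (103), DESeq2 with betaPrior (153), no fold threshold (97) and a log2 threshold of 1 (83) came within 1.5 times the paper's number. Scaling by size factors, filterByExpr, no filter, only the compared groups, the replicate block, lane as a term, the 3 other rules for leaving out genes of the blood comparison and the 20 fits without a single library did not. For lower genes the paper reports 126 and edgeR gave 22. Only DESeq2 (111) came within 1.5 times among the alternatives set beforehand. DESeq2 with the exclusion of the Venn labels, chosen after seeing the values, gave 104 higher and 126 lower genes and drops 1 of the 22 higher genes that the paper names, Syt5, and none of the 9 lower. The fits without tumor replicates 1 and 3 and without brain replicates 3 and 4 did not come within 1.5 times for either number.

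The regions of the Venn diagrams in Figure 7-figure supplement 2C were added up by eye. They give about 1400 genes higher in the brain than in tumor mouse blood in Figure 7-figure supplement 2, where edgeR gave 767, and DESeq2, betaPrior, no fold threshold and a log2 threshold of 1 came within 1.5 times. For lower genes they give about 360 in Figure 7-figure supplement 2, against 115, and DESeq2, no fold threshold and a log2 threshold of 1 did so. Against the liver they give about 440 higher genes in Figure 7-figure supplement 2, where edgeR gave 145 and DESeq2, betaPrior and no fold threshold came within 1.5 times, and about 570 lower genes, where edgeR gave 254 and DESeq2, betaPrior, no fold threshold and a log2 threshold of 1 did. Between tumor mouse and sham blood they give about 370 higher genes in Figure 7-figure supplement 2, where edgeR gave 174 and DESeq2, no fold threshold and a log2 threshold of 1 came within 1.5 times, and about 690 lower genes, where edgeR gave 246 and DESeq2, betaPrior and no fold threshold did. In each of these 6 counts the other alternatives, the 20 fits without a single library among them, did not.

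For Syt5 the bar in Figure 7-figure supplement 3 reads about 3.7 in the brain, and the deposited rlog values give 2.85 ± 0.48 (SD, n = 4). No alternative applies to a deposited value. The paper's legend names Syt15 in place of Syt5, and the rlog of Syt15 in the brain was 3.77 ± 0.54.

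Of the 22 genes that the paper shows as higher in the brain, edgeR placed 15 in the brain-specific set, and of 9 lower genes 5. Elane, Adamts5, Dnm3, Syt5, Slc38a3, Slc13a4 and Atp2b2 among the higher and H2-Ab1, Cd40, Tnfrsf13c and Ifi203 among the lower genes were outside it. With no genes left out for the blood comparison, or with the exclusion of the Venn labels, 7 of the 9 lower genes were in the set, H2-Ab1 and Tnfrsf13c added. DESeq2 called 21 of the 22 and 4 of the 9, and 9 of the 9 with none left out or with the exclusion of the Venn labels. DESeq2 with betaPrior called 21 and 5. Syt5 was called under none of these settings. On the paper's own scale, the mean rlog was highest in the brain for 21 of the 22 and lowest for all 9.

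The paper describes the brain libraries as close to each other in the principal component analysis. On component 1 they ran from -3.76 to 13.1, against 3.01 to 35.4 in the liver and 59.7 to 94.1 in the tumor. The blood libraries ran from -54.6 to -47.0 in sham mice and from -51.2 to -42.0 in tumor mice. On components 1 and 2 the brain range was narrower than in the liver and tumor and wider than in both blood groups. Ranges on single components were not tested. Over all components, the mean distance of a library to the mean of its group was 27.4 in rlog units in the brain, against 19.0 in sham blood, 19.4 in tumor mouse blood, 29.2 in the liver and 30.0 in the tumor. The difference from each blood group had p = 0.0286 (adjusted p = 0.0571, exact permutation test, two-sided, n = 4 libraries each), the smallest that 4 against 4 libraries allow, and beside the other comparisons no separation could have passed the adjustment. Those from the liver and the tumor had p = 0.371 and 0.314 (same exact test).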

Other observations

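List tests between tumor, liver and tumor mouse blood, the splits of the blood groups and those of the brain-specific sets were chosen only after the results had been seen.

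Cytokine and chemokine genes were higher in neutrophils of the tumor and the liver than in circulating neutrophils of tumor mice. Of 29 cytokine and chemokine genes, 24 were higher and 1 lower in the tumor (26 and 1 adjusted over the list alone, median log2 fold change 5.97, camera adjusted p = 6.09e-15, and adjusted p = 0.0137 with an estimated correlation). In the liver 20 were higher and none lower (22 adjusted over the list alone, median 4.95, camera adjusted p = 4.92e-30, and adjusted p = 0.00173 with an estimated correlation). Hypoxia genes were higher in the tumor for 19 of 23 and lower for 3 (19 and 3 adjusted over the list alone, median 2.09, camera adjusted p = 2.00e-09, and adjusted p = 0.0155 with an estimated correlation). Against the liver 15 were higher and 1 lower in the tumor (17 and 1 adjusted over the list alone, median 1.45, camera adjusted p = 5.38e-12, and adjusted p = 0.0137 with an estimated correlation). Genes of neutrophil identity were lower in the tumor than in circulating neutrophils for 17 of 20 and higher for 1 (17 and 1 adjusted over the list alone, median -2.10, camera adjusted p = 1.23e-13, and adjusted p = 0.120 with an estimated correlation), and than in the liver for 17 (18 adjusted over the list alone, camera adjusted p = 6.21e-22, and adjusted p = 0.0403 with an estimated correlation). Genes of granule secretion and NET formation were lower for 16 of 20 in the first and 12 in the second of these comparisons (16 and 13 adjusted over the list alone), with none higher (camera adjusted p = 5.54e-12 and 5.95e-13, and adjusted p = 0.0165 and 0.0155 with an estimated correlation). Markers of tumor epithelium and fibroblasts were higher in the same tumor libraries. Of 15 markers of Kupffer cells and liver endothelium 5 were higher in the liver libraries than in tumor mouse blood (10 adjusted over the list alone, median 3.01, camera adjusted p = 4.77e-09, and adjusted p = 0.0192 with an estimated correlation).

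Chemokine and receptor genes that the paper measures by other methods were also detected in these libraries. By flow cytometry the paper reports a large rise of CCR2+ neutrophils over sham mice in the brain, a slight one in the blood and none in the liver. In Ccr2 reporter mice it also finds that many neutrophils of the velum interpositum are CCR2+. Both methods measure protein in single cells, while the values here are RNA of sorted pools compared between tissues. Ccr2, the receptor through which the paper follows recruitment to the brain, had 5.56 ± 4.24 CPM in brain-infiltrating neutrophils (SD, n = 4). Its level was 51.0 ± 31.9 CPM in circulating neutrophils of tumor mice, 147 ± 124 in those of sham mice, 115 ± 143 in the tumor and 228 ± 236 in the liver. It was lower in the brain than in the tumor (log2 fold change -4.37, standard error 1.08, adjusted p = 0.00662, edgeR) and the liver (log2 fold change -5.36, standard error 1.13, adjusted p = 0.0102, edgeR), and did not pass against circulating neutrophils (log2 fold change -3.20, standard error 1.02, adjusted p = 0.0746, edgeR). The call against the tumor was lost without tumor replicates 1 and 3, and that against the liver without brain replicates 3 and 4 (adjusted p over the alternatives 0.000109 to 0.136 and 1.73e-05 to 0.0808). Both calls were also lost with the replicate number as a block. Among 14 monocyte markers, 8 were lower and 2 higher in the brain than in the liver (edgeR, unadjusted p under 0.05). By the same test 7 were lower and 5 higher than in the tumor. Against circulating neutrophils Ccr2 passed with DESeq2, with and without betaPrior, with lane as a term, and without tumor replicate 1 or tumor replicates 1 and 3 (adjusted p over the alternatives 0.0167 to 0.296). The gene of its ligand, Ccl2, had 17.1 ± 6.52 CPM in the brain, 155 ± 75.4 in the liver and 182 ± 189 in the tumor, and was higher in the brain than the 2.99 ± 2.27 CPM of circulating neutrophils (log2 fold change 2.51, standard error 0.72, adjusted p = 0.0465, edgeR). This call was lost without replicates 1, 2 or 3 of tumor mouse blood, 2, 3 or 4 of sham blood, the brain or the liver, or replicate 3 of the tumor, each left out alone, and also with no filter, lane as a term or brain replicates 3 and 4 left out (adjusted p over the alternatives 0.00705 to 0.200). The paper finds CCL2 protein in the velum interpositum only in meningeal macrophages, which it marks by CD206. Mrc1, the gene of CD206, had 49.5 ± 67.3 CPM in the brain libraries and 8.13 ± 5.92 in circulating neutrophils. The microglia and Kupffer cell marker C1qb had 377 ± 256 and 44.9 CPM. Which cells the Ccl2 RNA came from was not tested. Cxcr2, a neutrophil chemokine receptor, was lower in the brain, with 1487 ± 180.1 CPM, than in circulating neutrophils with 3258 ± 556 (log2 fold change -1.13, standard error 0.27, adjusted p = 0.0144, edgeR, and over the alternatives adjusted p = 0.000708 to 0.187, above 0.05 with lane as a term and without brain replicates 3 and 4), and higher than in the tumor with 546 ± 249 (log2 fold change 1.44, standard error 0.27, adjusted p = 0.000560, edgeR). Its ligand gene Cxcl2 had 10168 ± 2148 CPM in the brain and 217 ± 178 in circulating neutrophils (log2 fold change 5.55, standard error 0.54, adjusted p = 1.69e-06, edgeR). P2rx7, the purinergic receptor blocked in the paper's last experiments, had 20.7 ± 16.0 CPM in the brain and 3.41 ± 2.50 in circulating neutrophils, which did not pass (log2 fold change 2.60, standard error 0.80, adjusted p = 0.0631, edgeR) except with DESeq2, with and without betaPrior, and without brain replicate 2 (adjusted p over the alternatives 0.00828 to 0.594). The paper's treatment targets this receptor on brain macrophages, and the source of the P2rx7 RNA was likewise not tested. Mpo, the myeloperoxidase gene, had a mean of 17.1 CPM in the brain, where the libraries ranged from 0 to 38.2.

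Other splits of the same libraries into groups of 4 were refitted to ask whether chance gives as many called genes. The real split gave the most in all 10 pairs of groups, 1 of 35 splits each, the smallest share that 35 splits allow. The other splits mix libraries of 2 groups, which widens the spread within a group, so that their low counts were partly built in. The real count and the highest other were 882 against 9 for tumor mouse blood and brain, 1871 against 2 for brain and tumor, 399 against 3 for brain and liver, and 420 against 6 for the blood groups. For sham blood they were 1398 against 5 with the brain, 888 against 2 with the liver and 3108 against 2 with the tumor. They were 852 against 1 for tumor mouse blood and liver, 3672 against 1 for tumor mouse blood and tumor, and 726 against 1 for liver and tumor. Of 100 drawn splits only the real one gave brain-specific genes, 53 higher and 22 lower against 0 in the highest other. These splits mix the groups of tumor mice in the same way, so they do not measure how many such genes chance gives. For the number of gene lists called by camera at the preset correlation, the real split gave the most for tumor mouse blood and brain (26 against 21 lists) and for brain and liver (30 against 25). Chance cannot be excluded for the number of lists between brain and tumor, where 8 splits gave at least the 18 lists of the real one and the highest other gave 22, or for the blood groups, where 6 splits did and the counts were 14 against 15.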
